# Suppression of cell division-associated genes by *Helicobacter pylori* attenuates proliferation of RAW264.7 monocytic macrophage cells

**DOI:** 10.1038/srep11046

**Published:** 2015-06-16

**Authors:** Grace Min Yi Tan, Chung Yeng Looi, Keith Conrad Fernandez, Jamuna Vadivelu, Mun Fai Loke, Won Fen Wong

## Abstract

*Helicobacter pylori* at multiplicity of infection (MOI ≥ 50) have been shown to cause apoptosis in RAW264.7 monocytic macrophage cells. Because chronic gastric infection by *H. pylori* results in the persistence of macrophages in the host’s gut, it is likely that *H. pylori* is present at low to moderate, rather than high numbers in the infected host. At present, the effect of low-MOI *H. pylori* infection on macrophage has not been fully elucidated. In this study, we investigated the genome-wide transcriptional regulation of *H. pylori-*infected RAW264.7 cells at MOI 1, 5 and 10 in the absence of cellular apoptosis. Microarray data revealed up- and down-regulation of 1341 and 1591 genes, respectively. The expression of genes encoding for DNA replication and cell cycle-associated molecules, including *Aurora-B kinase (AurkB)* were down-regulated. Immunoblot analysis verified the decreased expression of AurkB and downstream phosphorylation of Cdk1 caused by *H. pylori* infection. Consistently, we observed that *H. pylori* infection inhibited cell proliferation and progression through the G1/S and G2/M checkpoints. In summary, we suggest that *H. pylori* disrupts expression of cell cycle-associated genes, thereby impeding proliferation of RAW264.7 cells, and such disruption may be an immunoevasive strategy utilized by *H. pylori*.

*Helicobacter pylori* (*H. pylori*) is a Gram-negative, microaerophilic bacterium that colonizes the human gastric and duodenal mucosal epithelium. It is a well-established causative agent of gastritis and duodenal ulcer, and is a significant risk factor of gastric adenocarcinoma^1^. *H. pylori* is often incompletely eradicated and is able to persist in host for life^2^.

Gastritis in the acute *H. pylori* infection is predominantly mediated by macrophages^3^. A transient depletion of macrophages during *H. pylori* infection reduces the gastric pathology in animal model^3^. Normal gastric mucosa in an adult is populated by small population of macrophage^4^. During *H. pylori* infection, surface and secreted proteins from *H. pylori* act as chemoattractant and induce circulating monocytes to infiltrate the gastric epithelium^5^,^6^, which subsequently differentiate to enlarge the macrophage population at the infection site. Besides, the *H. pylori*-induced gastric epithelial damage enables the bacteria to enter lamina propria and encounter macrophages^7^. Macrophages infiltration into gastric mucosa is detected in the *H. pylori*-infected patients^8^, which can function to capture the bacteria^7^. Both M1 and M2 macrophages are detected in gastric biopsy specimens isolated from *H. pylori*-infected patients, indicating the importance of macrophages in host defense against *H. pylori*^9^,^10^. Macrophages respond to *H. pylori* infection by increasing surface expression of CD80, CD86 and HLA-DR accompanied by elevated secretion of cytokines including IL-12p70 and IL-23 that stimulate T_H_1 and T_H_17 responses, respectively^9^.

To maintain persistent infection of the host, *H. pylori* develops various immune evasion strategies to resist elimination by the host immune system, one of which is through delaying the macrophage-mediated phagocytosis^11^,^12^. Besides, chronic exposure to *H. pylori* impairs antigen presentation by macrophages, thus inhibiting development of T_H_1 cells and IFN-γ secretion^13^. Several studies have reported that at high MOIs, *H. pylori* causes abrupt cell death of monocytes^14^ and macrophages through activation of Erk-15, arginase II-16,17, or mitochondrial-dependent^18^,^19^ pathways. *H. pylori* is also reported to initiate cell death through autophagic mechanism^20^. Despite these data showing *H. pylori* induces monocytes and macrophage cell death, *in vivo* examination of patient samples detected a large number of these cells at the infection site^9^,^10^. We therefore hypothesize that *H. pylori* is most likely present in the stomach at levels that are not sufficient to trigger apoptosis in host macrophages and may instead be protective, as *H. pylori* at low MOIs reduces apoptotic cell death in B lymphocytes^21^. The crosstalk of macrophages and *H. pylori* at low MOIs, which at present has not been fully described, is important for understanding the host defense against *H. pylori*, particularly during initial and chronic infection stages.

In this study, we performed microarray analysis to investigate genome-wide gene expression by RAW264.7 monocytic macrophages infected with *H. pylori* at MOI 10. Our report showed that *H. pylori* suppressed the expression of genes that encode for DNA synthesis and cell cycle-associated molecules that functionally translated to disrupted proliferation and cell cycle progression in these *H. pylori*-infected RAW264.7 cells.

## Results

### *H. pylori* at MOI 10 activates monocytic macrophages cells

To ascertain whether monocytic macrophages will be activated by *H. pylori*, we infected RAW264.7 cells with *H. pylori* Sydney strain 1 (SS1) at MOI 10. *H. pylori* SS1 is employed in this study as it is a well-established mouse-adapted pathogenic strain and its infectivity has been confirmed in RAW264.7 cells^16^. At 24 hours post infection (hpi), RAW264.7 cells were grossly enlarged (Fig. 1a), and increased intensities of forward scatter (FSC) and side scatter (SSC) parameters detected via flow cytometry verified the augmented cell size and complexity in the infected RAW264.7 cells (Fig. 1b). Besides, we observed that upon infection, RAW264.7 cells increased surface expression of macrophage markers F4/80 and CD11b, suggesting monocyte-to-macrophage differentiation. Uninfected controls were composed of undifferentiated monocytic macrophages displaying F4/80^low^ and CD11b (Mac-1)^medium/high^ phenotypes whereas infected cells exhibited F4/80^high^ and CD11b^high^ expression. Further, we observed no sign of apoptotic events within the infected macrophage population at MOI 1 to 10 (Supplementary Figure S1), providing support that *H. pylori* at these MOIs was capable of activating cells, but inadequate of inducing apoptotic cell death in RAW264.7 cells. On the contrary, at MOI of 100, *H. pylori* induced apoptosis (annexin^+^) in approximately 30% of RAW264.7 cells at 24 hpi.

### *H. pylori* infection causes dysregulation of gene transcription in RAW264.7 cells

We then compared the transcriptional milieu between uninfected and infected monocytic macrophages through a genome-wide microarray analysis. 

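RAW264.7 is a mouse macrophage-like cell line, and SS1 is a strain of H. pylori adapted to mice. RNA from 2 uninfected cultures and from 2 cultures infected for 24 h at a multiplicity of infection of 10 was hybridised to 1-colour Agilent arrays. Each culture had 1 array, and the 4 arrays lay on 1 slide. The authors extracted the spot intensities with Agilent Feature Extraction, which subtracts the background of each spot. The paper names a human array, whereas the headers of the deposited files name a mouse array design, and the probes were named through their mouse RefSeq accessions. Of 55681 probes that are not controls, 27235 could be named, and these cover 20660 genes. The log2 processed signal of each array was set relative to its own 75th percentile. Between 50.6% and 54.6% of the probes were well above background on an array, and no spot was saturated. Across probes, which are not independent replicates, the uninfected arrays correlated with each other at r = 0.998 and the infected arrays at r = 0.996. Arrays of different groups correlated at r = 0.944 to 0.947. The log2 difference between replicates had an SD of 0.21 over the probes in uninfected cells and of 0.27 in infected cells, against 0.995 between the group means. The test covered the 29650 probes that were well above background on both arrays of at least 1 group. For genes with several such probes the brightest was taken, which gave 13162 genes. Infected and uninfected cells were compared with limma, and a gene was called at an adjusted p under 0.05 and a change of at least 2-fold. A probe that was not well above background on either array of a group has only a bound there. Its change is given as at least N-fold, the mean log2 signal of the brighter group against a floor. The floor is the mean, per array, of the higher of the probe's own signal and the lowest signal of any probe well above background. The bound holds only for the background correction used, and with another correction, normexp, folds of such genes could lie under it. The scaling between arrays, the background correction, the filter on dim probes and the choice of probe could each change these numbers, and the number of arrays limits their precision.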

Two replicates of uninfected and *H. pylori* (MOI 10)-infected RAW264.7 cells for 24 h were prepared independently and analyzed on an Agilent SurePrint G3 Human GE 8 × 60k microarray platform which comprised 55,821 probes. Scatter plot was generated based on normalized (Log_2_) expression levels of total probes (Fig. 2a), and the total data were further filtered with fold changes (FC) > 2 or FC < –2 (^*^P > 0.05) to select significant differentially expressed probes (Fig. 2b). 

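Of the 13162 genes tested, 1766 were higher and 1836 lower in infected cells, and of the 29650 probes 3593 were higher and 3622 lower (limma, adjusted p under 0.05, at least 2-fold). At least 10-fold changes were called for 183 higher and 184 lower genes. These counts may include genes with only a bound, which can lie under 10-fold, as for Ccr1 (at least 8.08-fold). Among the genes measured on all 4 arrays, the 10 with the largest increase were Lcn2, Cxcl2, Ccl2, Saa3, Tnfrsf1b, Ddit3, Cox6a2, Soat2, Plk2 and Gm14461. Saa3, an acute phase serum amyloid A protein, rose 127-fold (adjusted p = 9.57e-05). Tnfrsf1b, a receptor for tumour necrosis factor, rose 86.6-fold (adjusted p = 1.54e-04, 46.6-fold with normexp background correction). Ddit3, a transcription factor of the integrated stress response, rose 53.1-fold (adjusted p = 5.93e-05). Among the 10 with the largest decrease were Cx3cr1, Kbtbd11, Alox5, Ankle1, Crip1, Sapcd2, H1f5, Tk1 and Aspm. Kbtbd11 stands there by its brightest probe (133-fold), and by the mean of its tested probes it was at least 7.06-fold lower. The linker histone gene H1f5 was 61.8-fold lower (adjusted p = 5.93e-05), and Tk1, which encodes thymidine kinase, was 46.5-fold lower (adjusted p = 9.36e-05). Ranked by normexp values, Plk2 (34.2-fold against 48.4-fold) and Gm14461 (18.1-fold against 47.4-fold) were no longer among the 10 largest increases, nor Aspm (24.4-fold against 40.1-fold) among the 10 largest decreases. Of the higher genes, 227 were not well above background in uninfected cells, and 155 of the lower genes were not in infected cells. The methods' t-test with the same 2-fold filter called 3271 probes higher and 3287 lower at a P under 0.05, and 2469 higher and 2651 lower after Benjamini-Hochberg adjustment. With normexp background correction, limma called 2357 probes higher and 2453 lower.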

A total number of 2471 probes (1341 genes) and 2651 probes (1591 genes) were significantly up- and down-regulated, respectively. Using these significant probes, hierarchical clustering (HCL) was executed with Pearson Correlation distance metric and average linkage. 

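Arrays and probes were clustered by average linkage with Pearson correlation distance. Over the 26322 probes well above background on all 4 arrays, whether called or not, the uninfected arrays joined each other and the infected arrays joined each other at a distance of at most 0.0039, and the groups joined at 0.0545. The 7215 called probes fell into 2 clusters. One held the probes that were higher in infected cells, among them those of the chemokine gene Ccl2 and of the acute phase gene Saa3. The other held those that were lower, among them those of Tk1 and of Aspm, which encodes a spindle pole protein. Probes were chosen for a difference between the groups, so this split of the called probes by direction follows from their selection.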

Heat map generated showed two separate clusters (Fig. 2c), indicating that *H. pylori* infection influences the regulation of an array of genes in RAW264.7 cells in both upward and downward trends.

### DNA replication pathway is vitally subdued in *H. pylori*-infected RAW264.7 cells

Next, we performed pathway analysis using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database on the genes whose expression was significantly altered by *H. pylori* infection and the fold enrichment (FE) score for each pathway was calculated. In total, 25 biological pathways with changes more than 2-fold (P < 0.05) were identified (Fig. 2d). Nine of these pathways were significantly enriched, among which lysosome pathway (mmu04142) showed the highest score (FE = 3.94, P < 0.0001) (Supplementary Table S1), followed by cytokine-cytokine receptor interaction pathway (mmu04060) (FE = 1.8, P = 0.0016). 

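Of 111 tested genes of a lysosome list, 36 were higher in infected cells, 9 were lower and 66 did not pass the test (36 and 9 when adjusted over the list alone). The largest increase was in Atp6v0d2, a subunit of the proton pump that acidifies lysosomes, with a log2 fold change of 4.61 (adjusted p = 9.22e-05). The lysosomal protease gene Ctsl rose by 2.26 on the log2 scale and the divalent metal transporter gene Slc11a2 by 2.53, while the protease gene Ctsf fell by 1.69. The list's median log2 fold change was 0.55 (camera, adjusted p = 0.00318; adjusted p = 0.457 with an estimated correlation), and its enrichment among higher genes was 2.42-fold (Fisher's exact test, p = 2.97e-07). Of 32 cytokine genes, 16 were higher and 3 lower (16 and 4 when adjusted over the list alone), with a median of 1.09 (adjusted p = 5.27e-04; adjusted p = 0.457 with an estimated correlation). That median was 0.59 with no filter on dim probes and 0.64 over probes well above background on all 4 arrays. Il6, a pro-inflammatory cytokine, was at least 67.6-fold higher (adjusted p = 7.31e-04). The cytokines called lower were Tnfsf13b, Il18 and Vegfb. Of 13 chemokine genes, 11 were higher and none lower (11 and none when adjusted over the list alone), with a median of 1.84 (adjusted p = 5.27e-04; adjusted p = 0.457 with an estimated correlation), which was 0.46 with no filter on dim probes. Of 55 cytokine and chemokine receptor genes, 17 were higher and 11 lower (17 and 11 when adjusted over the list alone), and the list did not pass the test (median 0.41, adjusted p = 0.0679; adjusted p = 0.0264 with no shift between arrays). Csf1r, the receptor for Csf1, was among those lower, with a log2 fold change of −2.77, and the death receptor gene Fas among those higher, with 3.94. As 1 list, a choice made after the values were seen, these 100 genes were 3.28-fold enriched among higher genes. The lists stand in for the KEGG pathways and are not the KEGG gene sets themselves.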

On the contrary, 16 pathways were significantly suppressed (Fig. 2d). 

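Of 35 tested genes of DNA replication, 27 were lower in infected cells, 1 was higher and 7 did not pass the test (27 and 1 when adjusted over the list alone). Pold1, the catalytic subunit of DNA polymerase delta, fell by 3.39 on the log2 scale (standard error 0.18, adjusted p = 1.82e-04). Mcm7, a subunit of the replicative helicase, fell by 3.26 (standard error 0.13, adjusted p = 1.19e-04). The gene called higher was Pold4, a small accessory subunit of DNA polymerase delta, with a log2 fold change of 1.10. The list's median was −2.15 (camera, adjusted p = 7.76e-09; adjusted p = 0.457 with an estimated correlation). Its members were 5.53-fold enriched among lower genes (Fisher's exact test, p = 5.10e-17).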

Interestingly, DNA replication pathway (mmu03030) was the most suppressed pathway at FE = –8.27 (P < 0.0001) (Supplementary Table S1). Both mismatch (mmu03430) and nuclear excision (mmu03420) DNA repair mechanisms were identified at FE = –7.30 (P < 0.0001) and FE = –3.49 (P < 0.0001), respectively, consistent with previous studies reporting increased DNA damage and compromised DNA repair mechanism during *H. pylori* infection^22^,^23^. 

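Of 22 tested genes of mismatch repair, 15 were lower in infected cells and 1 was higher (15 and 1 when adjusted over the list alone), with a median log2 fold change of −1.70 (camera, adjusted p = 1.20e-05; adjusted p = 0.457 with an estimated correlation). Of the 7 members that are not also genes of DNA replication, 4 were lower and none higher (4 and none when adjusted over the list alone), with a median of −1.61 (adjusted p = 0.0153; adjusted p = 0.457 with an estimated correlation). They included Exo1, an exonuclease, with a log2 fold change of −4.47, the mismatch recognition gene Msh6, with −3.08, and Pms2, with −1.61. Of 43 genes of nucleotide excision repair, 14 were lower and 3 higher (14 and 3 when adjusted over the list alone). The median of this list was −0.41 (camera, adjusted p = 0.0181, and adjusted p = 0.457 with an estimated correlation). With no shift between arrays the list had a median of −0.24 (camera, adjusted p = 0.00640). Of its 25 members that are not genes of DNA replication, 1 was lower, 2 were higher and 22 did not pass the test (1 and 2 when adjusted over the list alone), and the median was −0.012 (adjusted p = 1.00; adjusted p = 0.998 with an estimated correlation). The damage recognition gene Ddb2 was the one lower, with −1.07, and Ercc1, a subunit of a repair endonuclease, and Ercc6 were higher, with 2.41 and 1.31. Among lower genes, mismatch repair was 4.89-fold enriched (Fisher's exact test, p = 9.05e-09) and nucleotide excision repair 2.33-fold (p = 0.00149, Fisher's exact test).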

Notably, *H. pylori* infection significantly disrupted terpenoid backbone (mmu00900) and steroid (mmu00100) biosynthesis pathways (FE = –7.66, P < 0.0001, and FE = –6.93, P < 0.0001, respectively). 

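Of 13 tested genes of terpenoid backbone synthesis, 10 were lower in infected cells, none was higher and 3 did not pass the test (10 and none when adjusted over the list alone). Idi1, which isomerises the building block of isoprenoids, fell by 3.60 on the log2 scale (adjusted p = 1.09e-04), and Hmgcs1, an early enzyme of the mevalonate pathway, fell by 2.16 (adjusted p = 1.66e-04). Of 17 genes of steroid synthesis, 11 were lower and 2 higher (11 and 2 when adjusted over the list alone). Cyp51, the lanosterol demethylase, fell by 3.07, and Dhcr7, which catalyses the last step to cholesterol, by 2.63. The genes called higher, Soat2 and Soat1, encode enzymes that esterify cholesterol for storage, and Soat2 was 48.9-fold higher. Of 10 genes of cholesterol uptake and its control, 7 were lower and none higher (7 and none when adjusted over the list alone). The medians were −2.06 for terpenoid synthesis (camera, adjusted p = 2.16e-04; adjusted p = 0.457 with an estimated correlation), −1.74 for steroid synthesis (adjusted p = 5.69e-04; adjusted p = 0.457 with an estimated correlation) and −2.07 for uptake (adjusted p = 0.00725; adjusted p = 0.457 with an estimated correlation). Enrichment among lower genes was 5.51-fold for terpenoid and 4.64-fold for steroid synthesis (Fisher's exact test, p = 5.21e-07 and p = 2.08e-06).

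**Figure D1:**
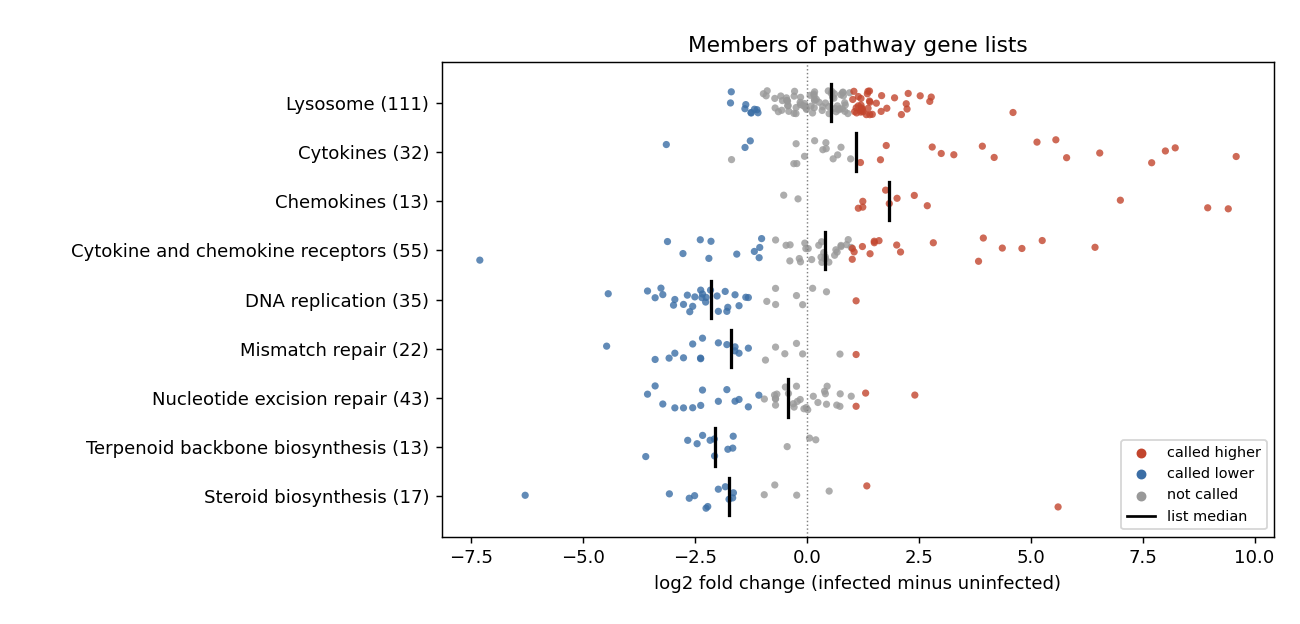
Log2 fold change (infected minus uninfected) of each tested member of 9 pathway lists, 1 point per gene, coloured by its call, with a black bar at the list median and the number of tested genes in brackets. The medians of both sterol lists and of DNA replication lie between −2.15 and −1.74, and that of the chemokines lies at 1.84.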

Terpenoid precursors in eukaryotes through sterol biosynthetic pathways are converted to cholesterol, ergosterol and phytosterol that are crucial for antimicrobial activity^24^,^25^ and for cellular attachment by *H. pylori* and other intracellular pathogens^26^.

### Top 10 up- and down-regulated genes in *H. pylori*-infected RAW264.7 cells

The top 10 among the up- and down-regulated genes were identified (Table 1). The expression of the top 10 up- and down-regulated genes were verified by quantitative real-time-polymerase chain reaction (qRT-PCR) analysis (Supplementary Figure S2). Of the top 10 up-regulated genes, five of them were immune response-related genes that encode for cytokines *Csf1, Csf3*, and *Il-1β* and chemokines *Ccl7* and *Cxcl2. Csf1* and *Csf3* were significantly induced at 208-fold (P = 0.0002) and 771-fold (P = 0.0031), whereas the pro-inflammatory cytokine *Il-1β* was increased at 257-fold (P = 0.0028), relative to the uninfected control. 

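Csf1 and Csf3, growth factors for macrophages and granulocytes, and the inflammatory cytokine gene Il1b were well above background on both infected arrays and on neither uninfected array. Csf3 had a normalized log2 signal of 2.83 ± 0.70 in infected and −6.76 ± 0.32 in uninfected cells (mean ± SD, n = 2 each), which is at least 189-fold higher with infection. By its brightest probe Csf1 was at least 185-fold higher, with 2.81 ± 0.12 in infected and −4.89 ± 0.11 in uninfected cells (n = 2 each), and by the mean of its tested probes, all with only bounds, at least 52.8-fold higher. Il1b was at least 75.9-fold higher, with 1.51 ± 0.79 in infected and −6.49 ± 0.46 in uninfected cells (n = 2 each). The adjusted p from limma was 1.07e-04 for Csf3, 5.81e-05 for Csf1 and 1.83e-04 for Il1b. With normexp background correction the changes were 58.2-fold, 46.8-fold and 23.1-fold, and all 3 genes were called.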

*Csf1* (also known as *macrophage-colony stimulating factor*) and *Csf3* (also known as *granulocyte-colony stimulating factor*) are important factor for hematopoietic cells differentiation into macrophages and granulocytes, respectively^27^. *H. pylori* infection also elevated the transcription of chemokine genes *Ccl7* and *Cxcl2* by 682-fold (P = 0.0003) and 496-fold (P = 0.0008), respectively. 

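Ccl7, a chemoattractant of monocytes, was not well above background in uninfected cells and was at least 153-fold higher in infected cells (adjusted p = 5.81e-05, limma). Its normalized log2 signal was 2.53 ± 0.23 in infected and −6.89 ± 0.13 in uninfected cells (mean ± SD, n = 2 each). Cxcl2, a chemoattractant of neutrophils, was measured on all 4 arrays and rose 496-fold (adjusted p = 6.07e-05). Its signal was 7.13 ± 0.36 in infected and −1.82 ± 0.044 in uninfected cells (n = 2 each). The difference exceeded the replicate SD for both genes. Ccl7 rose 53.5-fold with normexp background correction.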

*Ccl7* [previously known as *Monocyte-specific chemokine 3* (*Mcp3*)] is a chemoattractant for monocyte and macrophage^28^, whereas *Cxcl2* [previously named as *Macrophage inflammatory protein 2α* (*MIP2α*)] is chemotactic for polymorphonuclear leukocytes^29^. Thus, excessive expression of these cytokines and chemokines can intensify the immune responses at the infection site.

Three in the list of top 10 up-regulated genes were related to cell stress management, namely *Car6* (*Carbonic anhydrase 6*), *Pappa2* (*Pappalysin 2*) and *Ptgs2* (*Prostaglandin endoperoxidase synthase 2,* also named as *Cox2*)^30^,^31^,^32^. 

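Car6 encodes a secreted carbonic anhydrase. Its normalized log2 signal was 5.36 ± 0.0034 in infected and −5.09 ± 0.89 in uninfected cells (mean ± SD, n = 2 each), a 1394-fold increase with the signals as measured (adjusted p = 1.17e-04, limma). Ptgs2, the inducible cyclooxygenase, rose 541-fold (adjusted p = 1.28e-04), from a signal of −4.65 ± 0.11 to 4.43 ± 0.81 (n = 2 each). Car6 and Ptgs2 were each well above background on 1 of the 2 uninfected arrays, and with the other array set to the lowest signal well above background they were 952-fold and 520-fold higher. Pappa2, a protease that cleaves insulin-like growth factor binding proteins, was on neither and was at least 58.6-fold higher in infected cells (adjusted p = 1.07e-04). The Car6 increase was 899-fold without uninfected replicate 1 and 2162-fold without uninfected replicate 2, where the remaining uninfected signal was not well above background. The increases with normexp background correction were 285-fold for Car6, 138-fold for Ptgs2 and 21.2-fold for Pappa2.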

*Car6* was induced at 1396-fold (P = 0.0036), *Pappa2* at 233-fold (P = 0.0028) and *Ptgs2* at 541-fold (P = 0.0041). Interestingly, *Ptgs2* 5939C mutation has been shown to accelerate gastric carcinogenesis in the presence of an ongoing *H. pylori* infection^33^. Other genes in the top 10 up-regulated gene list were *Lcn2* (*Lipocalin 2*), induced by 746-fold (P = 0.0014) and *Avil* (*Advillin*) by 196-fold (P = 0.0003). 

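Lcn2, which encodes a protein that binds bacterial siderophores, rose 745-fold (adjusted p = 8.24e-05, limma) and was measured on all 4 arrays. The Lcn2 signal was 7.20 ± 0.45 in infected and −2.35 ± 0.23 in uninfected cells on the normalized log2 scale (mean ± SD, n = 2 each). Avil, which encodes an actin-binding protein, was not well above background in uninfected cells and was at least 52.8-fold higher in infected cells (adjusted p = 5.81e-05). After normexp background correction the increases were 464-fold for Lcn2 and 13.5-fold for Avil.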

*Lcn2* is a negative regulator of inflammation^34^ whereas *Avil* encodes for a member of gelsolin superfamily of actin binding protein^35^.

Meanwhile, top 10 down-regulated genes in *H. pylori*-infected RAW264.7 cells comprised of genes of diverse functions (Table 1). Expression of *Cx3cr1* was suppressed the greatest (C*hemokine C-X3-C receptor*, –157-fold, P = 0.0022). 

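Cx3cr1, the receptor for the chemokine fractalkine, was 158-fold lower in infected cells (adjusted p = 9.36e-05, limma), the largest decrease of any gene measured on all 4 arrays. The Cx3cr1 signal was −2.08 ± 0.49 in infected and 5.22 ± 0.0013 in uninfected cells on the normalized log2 scale (mean ± SD, n = 2 each). A dimmer Cx3cr1 probe, well above background on 1 of the 2 infected arrays, was 155-fold lower. Cx3cr1 was 101-fold lower with normexp background correction.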

*Cx3cr1* plays a crucial role in luminal antigen sampling and clearance of entero-invasive pathogens. Hence, reduced *Cx3cr1* expression mediated by *H. pylori* could impair pathogen recognition by macrophages^36^. Intriguingly, two in the list were genes associated with cell cycle progress, i.e. *Aurkb* (*Aurora-B kinase*) and *Mybl2* (*Myeloblastosis oncogene-like 2,* also known as *b-myc*). Transcription of *Aurkb* and *Mybl2* genes were suppressed by 75- (P = 0.0017) and 66-fold (P = 0.0008), respectively. 

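Aurkb, a kinase of the chromosomal passenger complex, was not well above background in infected cells and was at least 23.6-fold lower there (adjusted p = 9.17e-05, limma). Its normalized log2 signal was −6.17 ± 0.23 in infected and 0.070 ± 0.29 in uninfected cells (mean ± SD, n = 2 each). Mybl2, a transcription factor of cell cycle genes, was 20.2-fold lower by its brightest probe (adjusted p = 1.07e-04), with a signal of 0.42 ± 0.29 in infected and 4.76 ± 0.047 in uninfected cells (n = 2 each). A dimmer Mybl2 probe with the same accession was 66.1-fold lower, and the mean of both probes gave 36.5-fold. Aurkb was 9.13-fold lower with normexp background correction, which lies under that bound. The paper's quantitative PCR gave a smaller decrease of Aurkb than either value.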

*Aurkb* is essential in chromatin protein modification and G1-to-S phase transition^37^,^38^ while *Mybl2* regulates transcription of various cell cycle genes such as *Cyclin D1*, *Cyclin B2*, *C-myc* and *Cdc25b*^39^.

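Ankle1, which encodes a nuclease with a LEM domain, was measured on all 4 arrays and was 71.7-fold lower in infected cells (adjusted p = 5.81e-05, limma). The Ankle1 signal was −3.27 ± 0.091 in infected and 2.89 ± 0.092 in uninfected cells on the normalized log2 scale (mean ± SD, n = 2 each). A further Ankle1 probe was 49.2-fold lower. The decrease of Ankle1 was 33.8-fold with normexp background correction.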

*Ankle1* (*Ankyrin repeat and LEM domain containing 1*), an essential molecule in DNA cleavage and DNA damage response^40^, was reduced by 71-fold (P = 0.0002). Other genes in the list were *Fgd2* (*FYVE, RhoGEF and PH domain containing 2*, –146-fold, P = 0.0021), *Kbtbd11* (*Kelch repeat and BTB (POZ) domain containing 11*, –133-fold, P = 0.0007), *Dhcr24* (*24-dehydrocholesterol reductase*, –78-fold, P = 0.0001), *Alox5* (*Arachidonate 5-lipoxygenase*, –78-fold, P = 0.0002), *Lrp8* (*Low density lipoprotein receptor-related protein 8*, –70-fold, P = 0.0008), and *Crip1* (*Cysteine-rich protein 1*, –67-fold, P = 0.0006). 

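Alox5, the first enzyme of leukotriene synthesis, was 78.3-fold lower in infected cells, with a normalized log2 signal of −3.42 ± 0.098 in infected and 2.87 ± 0.090 in uninfected cells (mean ± SD, n = 2 each), and Crip1, a small zinc-binding LIM protein, was 66.7-fold lower. Both genes had an adjusted p of 5.81e-05 from limma. Fgd2, an activator of Cdc42, was 147-fold lower (adjusted p = 9.36e-05) and well above background on 1 of the 2 infected arrays (118-fold with the other set to the lowest signal well above background). Lrp8, a lipoprotein receptor, was not well above background in infected cells and was at least 20.8-fold lower there by its brightest probe (adjusted p = 1.08e-04) and at least 14.3-fold lower by a dimmer one. The brightest probe of Kbtbd11 was 133-fold lower (adjusted p = 6.07e-05), but of its dimmer probes one was at least 6.06-fold lower and the other 2.30-fold higher, and the mean of all its tested probes was at least 7.06-fold lower. All 20 genes of Table 1, which the study chose on these samples, were called in the direction it gives. With normexp background correction all 20 were called, at 38.9-fold for Alox5, 44.2-fold for Fgd2 and 8.30-fold for Lrp8.

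**Figure D2:**
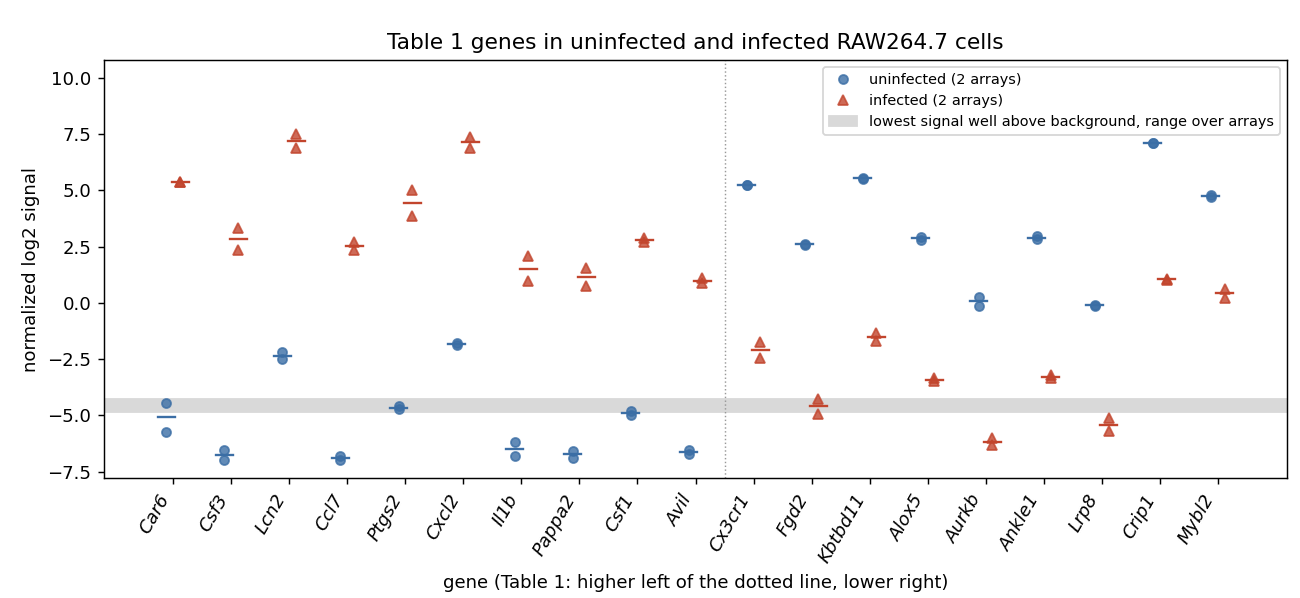
Normalized log2 signal (relative to each array's 75th percentile) of genes of Table 1 in uninfected cells (circles) and infected cells (triangles), 1 point per array and a bar at the mean of 2 arrays. The grey band spans the lowest signal well above background on the 4 arrays, from −4.84 to −4.29, and genes such as Csf3, Ccl7 and Il1b lie below it in uninfected cells.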

*Fgd2* is a CDC42-specific exchange factor that activates membrane ruffles in antigen presenting cells. *Dhcr24* is crucial for cholesterol synthesis and has a pro-survival role during oxidative stress^41^,^42^*. Alox5* and *Lrp8* polymorphisms have been linked to coronary artery disease and osteoblast differentiation^43^,^44^,^45^,^46^ whereas the functions for *Kbtbd11* and *Crip1* are not well-defined.

### *H. pylori* infection activates immune response-related genes in RAW264.7 cells

To identify the biological functions of genes with pronounced expression changes subsequent to *H. pylori* infection, we categorized the differentially expressed genes according to their functional groups. As anticipated, majority of the immune-associated genes were markedly up-regulated by *H. pylori* infection (Fig. 3a). 

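The genes of Fig. 3a were chosen by the study on these samples, so their directions are not independent evidence. All 9 cytokine genes shown there were higher in infected cells. Of 10 tested surface markers 7 were higher and 3 lower, of 10 chemokine and chemokine receptor genes 9 were higher and 1, Cx3cr1, was lower, and of 9 integrin genes 7 were higher and 1, Itga4, was lower. The counts were equal when adjusted over the list alone. Among them Il11 and Il16 rose 3.13-fold (adjusted p = 7.81e-04, limma) and 2.29-fold (adjusted p = 5.48e-04). Both fell short of 2-fold with normexp background correction, at 1.93-fold for Il11 and 1.996-fold for Il16. Cd83, a marker of activated antigen-presenting cells, rose 25.5-fold (adjusted p = 6.64e-05), and Cd47, which inhibits phagocytosis by its receptor on macrophages, rose 4.48-fold. From such increases the paper proposes that H. pylori activates RAW264.7 cells. It also reports enlarged infected cells and, by flow cytometry, more CD44, CD86 and CD274 on their surface.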

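Tnf, the gene of tumour necrosis factor, was measured on all 4 arrays and rose 18.2-fold in infected cells (adjusted p = 9.36e-05, limma). Its normalized log2 signal was 7.26 ± 0.21 in infected and 3.07 ± 0.058 in uninfected cells (mean ± SD, n = 2 each). Il1a, an interleukin-1 gene, was not well above background in uninfected cells and was at least 23.3-fold higher with infection (adjusted p = 1.19e-04). Csf2, the growth factor of granulocytes and macrophages, was at least 2.06-fold higher, with a signal of −3.69 ± 0.50 in infected and −6.69 ± 0.16 in uninfected cells (n = 2 each). The adjusted p of Csf2 was 5.82e-04, and with normexp background correction its 1.59-fold change no longer reached 2-fold, while Il1a was 7.07-fold higher.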

Colony stimulating factors *Csf1*, *Csf2* and *Csf3*, were considerably up-regulated, along with pro-inflammatory cytokines *Il1α*, *Il1β,* and *Tnfα*, suggesting that *H. pylori*-infected RAW264.7 cells may trigger macrophage and granulocyte differentiation and promote robust inflammatory responses^27^. 

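Il23a, which encodes a subunit of interleukin-23, was well above background on both infected arrays and on neither uninfected array, and was at least 13.6-fold higher in infected cells (adjusted p = 2.26e-04, limma). Its normalized log2 signal was −0.96 ± 0.34 in infected and −6.53 ± 0.59 in uninfected cells (mean ± SD, n = 2 each). The increase of Il23a was 4.6-fold with normexp background correction.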

Further, up-regulation of *Il23α* in *H. pylori*-infected RAW264.7 cells may hasten the differentiation of T helper 17 cells to combat against *H. pylori*^47^. 

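The surface marker genes Cd40, Cd274, Cd86 and Cd44 were higher in infected cells and measured on all 4 arrays. Cd40, a costimulatory receptor, rose 38.2-fold (adjusted p = 1.45e-04, limma), and Cd274, an inhibitory ligand of T cells, rose 24.4-fold (adjusted p = 6.64e-05). Cd86, a ligand of CD28, rose 12.3-fold (adjusted p = 4.61e-04). The adhesion receptor gene Cd44 rose 2.76-fold (adjusted p = 0.00208), with a standard error of 0.19 on the log2 scale. By the methods' t-test with Benjamini-Hochberg adjustment Cd44 was not called (adjusted p = 0.0618). Normexp background correction gave increases of 19.7-fold for Cd40 and 6.18-fold for Cd86.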

Activation markers including *Cd44*, *Cd40*, *Cd86*, and *Cd274* were greatly up-regulated in *H. pylori*-infected macrophages. CD44 is a cell surface glycoprotein important for interaction and adhesion while CD40 and CD86 are receptor ligands for T cell CD40L, and CD28/CTLA4, respectively. Cd274 (also known as programmed cell death-1 ligand, PD-1L) binds to PD-1 receptor to modulate cell activation and inhibition^48^. Using flow cytometrical analyses, we verified that these transcriptional regulations were translated at protein levels (Fig. 3b). Shift of *H. pylori*-infected RAW264.7 cells from CD44^low/medium^ into CD44^medium/high^ population suggests cellular activation. Expression of CD86 was 13% higher in *H. pylori*-infected cells than in uninfected population, and 51% of the infected cells expressed CD274 compared to only 3.7% of the uninfected cells.

Conversely, the expression of *Cd72*, *Cd97* and *Cd101* were substantially down-regulated. 

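Adgre5, the gene of CD97, was 9.05-fold lower in infected cells (adjusted p = 1.51e-04, limma), with a normalized log2 signal of −3.56 ± 0.27 in infected and −0.38 ± 0.043 in uninfected cells (mean ± SD, n = 2 each). Cd101 was 8.30-fold lower (adjusted p = 9.23e-05) and Cd72 5.10-fold lower (adjusted p = 1.39e-04). Each of the 3 was measured on all 4 arrays. With normexp background correction Adgre5 was 4.68-fold and Cd101 4.79-fold lower.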

CD72 and CD101 are known negative regulators of lymphocyte function. The cytoplasmic domain of CD72 consists of an immunoreceptor tyrosine inhibitor motif (ITIM) that suppresses B cell maturation and plasma cell differentiation^49^,^50^ whereas CD101 (V7) inhibits T cell proliferation and T cell receptor signaling^51^,^52^. The function of CD97, an adhesion-linked G-protein-coupled receptor in immune cells remains poorly defined^53^. Besides, multiple genes encoding for chemokines/chemokine receptors (*Ccl2*, *Ccl7*, *Ccr1*, *Cxcl12,* etc.) and integrins (*Itgβ3*, *Itgβ7*, etc.) were greatly up-regulated. Together, these data suggest that *H. pylori* triggers robust transcription of genes that culminated in the activation of RAW264.7 cells.

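Ccl2, a chemoattractant of monocytes, rose 128-fold in infected cells (adjusted p = 5.93e-05, limma), with a normalized log2 signal of 4.88 ± 0.24 in infected and −2.12 ± 0.059 in uninfected cells (mean ± SD, n = 2 each). Ccl4, Ccl3 and Ccl9, chemokines of macrophages, rose 6.45-fold, 5.28-fold and 3.39-fold. The chemokine receptor genes Ccr1l1 and Ccr1 were not well above background in uninfected cells and were at least 19.3-fold (adjusted p = 1.65e-04) and at least 8.08-fold higher (adjusted p = 3.58e-04). Cxcl12, which encodes a chemokine of stromal cells, was not well above background on any of the 4 arrays by either of its probes, and no fold is given for it. Itgb3, an integrin of osteoclasts and platelets, was at least 10.1-fold higher (adjusted p = 5.93e-05), and Itgb7 rose 19.1-fold (adjusted p = 8.24e-05). The integrin gene Itga6 did not pass the test, with a log2 fold change of 0.31 (standard error 0.14). Over a wider list of 15 tested integrin genes, 8 were higher and 1 lower (8 and 1 when adjusted over the list alone), with a median of 1.46 (camera, adjusted p = 0.0275; adjusted p = 0.457 with an estimated correlation). The changes with normexp background correction were 84.4-fold for Ccl2, 6.51-fold for Ccr1l1, 3.26-fold for Ccr1 and 4.43-fold for Itgb3, which by the mean of its probes was at least 5.37-fold higher.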

### *H. pylori* infection suppresses transcription of genes encoding for DNA synthesis and cell cycle progress

In contrast to the enhanced expression of immune response-related genes, majority of genes involved in DNA replication such as members of *Mcm* (*minichromosome maintenance*), *Pol* (*DNA polymerase*), and *Rfc* (*replication factor C*) families were substantially down-regulated (Fig. 4a). 

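All 6 Mcm genes of the replicative helicase, Mcm2 to Mcm7, were lower in infected cells, with log2 fold changes from −4.44 for Mcm6 to −1.82 for Mcm2. Mcm6 had a normalized log2 signal of 2.28 ± 0.41 in infected and 6.71 ± 0.0072 in uninfected cells (mean ± SD, n = 2 each), a 21.6-fold decrease (adjusted p = 1.45e-04, limma). Of 10 genes of the DNA polymerases alpha, delta and epsilon, 6 were lower, 1, Pold4, was higher and 3 did not pass the test. Pole, the catalytic subunit of polymerase epsilon, was 11.8-fold lower (adjusted p = 3.16e-04). All 5 Rfc genes of the clamp loader were lower, with log2 fold changes from −2.95 to −1.31. Of the 18 DNA replication genes of Fig. 4a, which the study chose on these samples and which are therefore not independent evidence, 17 were lower and 1 was higher, likewise when adjusted over the list alone.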

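Ccna2, a cyclin of S phase and mitosis, was 35.9-fold lower in infected cells (adjusted p = 2.98e-04, limma), and the mitotic cyclin genes Ccnb2 and Ccnb1 were 15.7-fold (adjusted p = 1.19e-04) and 10.9-fold lower (adjusted p = 0.00186). Ccnb1 was 17.0-fold lower without infected replicate 1 and 7.01-fold lower without infected replicate 2, and the methods' t-test with Benjamini-Hochberg adjustment did not call it (adjusted p = 0.0671). Ccna1 was not well above background on any of the 4 arrays, so no fold is given for it. Cdk1 was 9.13-fold lower (adjusted p = 5.06e-04) and Cdk2 3.05-fold lower (adjusted p = 4.49e-04). The spindle checkpoint genes Mad1l1 and Mad2l1 were 4.06-fold and 3.09-fold lower. Of the 24 cell cycle genes of Fig. 4a, which the study chose on these samples and which are therefore not independent evidence, 20 were lower and 4, Plk2, Cdk18, Cdk17 and Cdk10, were higher, likewise when adjusted over the list alone. Plk2, a kinase induced by p53, was 48.4-fold higher (adjusted p = 8.24e-05), while Cdk17 and Cdk10 were 2.11-fold and 2.03-fold higher and not called without uninfected replicate 1, where they were 1.97-fold and 1.98-fold higher. Cdk17 was also not called with normexp background correction, at 1.85-fold. Over a wider list of 35 tested cyclins and cyclin-dependent kinases, 11 were lower, 4 higher and 20 did not pass the test (11 and 4 when adjusted over the list alone), and the list was not called (median −0.13, camera, adjusted p = 0.455). Cdc7, a kinase that starts replication, was at least 2.05-fold lower (adjusted p = 0.00201) and not called with normexp background correction, at 1.37-fold, or by the methods' t-test with Benjamini-Hochberg adjustment (adjusted p = 0.0566). By the mean of its probes Cdc7 was at least 2.39-fold lower.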

Genes encoding for cyclins (*Ccna1*, *Ccnb1*, etc.), cyclin-dependent kinases (*Cdk1* and *Cdk2*) and mitotic arrest deficient-like proteins (*Mad1l1* and *Mad1l2*) were similarly down-regulated. The expression of selected genes that were altered consequent to *H. pylori* infection were verified by qRT-PCR (Fig. 4b). Consistent with the microarray data, *Aurkb* expression was reduced by 3.4 times following *H. pylori* infection. The mRNA levels of *Ccnb1*, *Ccnb2, Ccne1,* and *Ccne2* were reduced by 201-, 17-fold, 2.2- and 9.4-fold, respectively. Likewise, *Cdk1* and *Cdk2* expression decreased by 112- and 27-fold, respectively, while *Mad1l1* was reduced by 1.8-fold.

### *H. pylori* blocks G1-to-S transition by suppressing Aurkb activity

Given that *H. pylori* infection of macrophages impaired multiple genes associated with DNA replication and cell cycle, we performed propidium iodide staining and flow cytometrical analysis of the infected RAW264.7 cells to examine whether dysregulated cell cycle gene transcriptions would impact cell cycle progress (Fig. 5a). Percentage of cells at the S phase were reduced by approximately 3-fold upon *H. pylori* infection (6.5 ± 0.1% versus 15.6 ± 0.9% in controls). Additionally, the proportion of infected cells at G2/M phase were reduced by almost 50% (8.7 ± 1.1% versus 13.9 ± 0.9% in controls). These observations were accompanied by an increased number of cells retained at the G0/G1 phase (from 70.4 ± 2.0% to 84.9 ± 0.9%).

During cell cycle, AurkB mediates S phase entry by interacting with Cdk1 (Cdc2)^54^. Through immunoblot analysis, we found that AurkB protein level was diminished in cells infected with *H. pylori* (Fig. 5b). Concurrently, AurkB-mediated downstream phosphorylation of Cdk1 was also abolished (Fig. 5b). In addition to mediating S phase entry, AurkB initiates G2/M transition by activating kinetochore protein complexes including Cenp-a^37^. We observed that the mitotic protein Cenp-a was reduced in *H. pylori*-infected cells. The reduced levels of *Cenp-*a and other mitosis-related proteins (*Espl1* and *Zwilch*) were also detected at transcriptional level (Supplemental Figure S2). In addition, expression of Cyclin D1 was suppressed in *H. pylori*-infected RAW264.7 cells. These data suggest that *H. pylori* could block G1/S and G2/M transitions by inhibiting formation of AurkB and cyclin/cdk complexes.

### *H. pylori* infection attenuates proliferation of RAW264.7

Next, we examined the proliferative activity of *H. pylori*-infected RAW264.7 cells (Fig. 6). Consistent with cell cycle blockage, we observed reduced mitotic division in *H. pylori*-infected cell population. Absolute cell count likewise revealed 50% reduction in cell number among infected macrophages. At 24 hpi, macrophage count of the infected 6.8 ± 1.8 million cells to 3.2 ± 0.9 million cells (P = 0.007) while at 48 hpi, the count decreased from 13.9 ± 1.6 million cells to 7.1 ± 1.5 million cells (P = 0.002) (Fig. 6a). Accordingly, the fraction of infected cells expressing intranuclear proliferation marker Ki-67 shrunk by 15%, accompanied by an increase of non-proliferative Ki-67^low^ RAW264.7 population (Fig. 6b). Collectively, these data suggest that *H. pylori* infection inhibits proliferation of RAW264.7 cells.

### Both CagA+ or CagA-deficient *H. pylori* strains cause anti-proliferative effect in RAW264.7 cells

*H. pylori* produces cytotoxin CagA and VacA which can destroy the gastric epithelium and lead to ulcer formation^55^,^56^. *H. pylori* SS1 is a mouse-adapted strain^57^ which is deficient in the function of Cag pathogenicity island (PAI)^58^ and possesses VacA s2m2 genotype. Next, we examined two other *H. pylori* strains with functional CagPAI and different vacA genotype for ability to induce anti-proliferative effect in the RAW264.7 cells. To address this, we infected cells with two additional *H. pylori* strains, namely J99 and 298. Both *H. pylori* J99 (a standard strain) and 298 (a mice-adapted derivative from a local clinical isolate - UM032) have complete CagPAI, CagA and the more cytotoxic VacA s1m1 genotype^59^,^60^. Our results showed that infection of RAW264.7 cells with SS1, J99 or 298 demonstrated comparable cell proliferation (Fig. 6c) and cell cycle effects (Supplementary Figure S3), suggesting that *H. pylori* effectively inhibited the RAW264.7 cell proliferation, regardless of CagPAI or VacA activities.

### *H. pylori* infection attenuates proliferation of primary macrophage cells

Because the above assays were performed using RAW264.7 cell line, we would like to use primary macrophage cells, to confirm the infectivity and anti-proliferative effect of *H. pylori* in the macrophages. Bone marrow cells were isolated from C57BL/6 mice and stimulated with 20 ng/ml M-CSF for 7 days to obtain bone marrow-derived macrophage (BMDM) cells. *H. pylori* infection for 24 h resulted in decreased proliferative cells within BMDM population (Fig. 7), supporting the ability of *H. pylori* to effectively block the macrophage cell proliferation.

## Discussion

*H. pylori* is a Gram-negative bacterium colonizing nearly half of the human population and is a well-established etiological agent of gastritis, peptic ulcer and gastric cancer. In this study, we reported disrupted gene transcriptional program in *H. pylori*-infected RAW264.7 monocytic macrophage cells. Consequently, cell cycle progression and proliferation of these infected macrophages were greatly suppressed. *H. pylori* infection shifted cells into Ki-67^low^ non-proliferative stage, arrested cells at G0/G1 phases, and impeded entry of cells into S or G2/M phases. To date, there is no evidence showing that *H. pylori* causes cell cycle arrest in immune cells, although *H. pylori* has been reported to retain epithelial cells at G1/S and G2/M phases through increasing p27Kip1 and decreasing cyclin E/Cdk2 complex activities^61^. Besides, the *H. pylori* L-asparaginase can function as a cell cycle inhibitor by preventing entry into S phase in gastric cells^62^.

The cell cycle progression through G1/S checkpoint is controlled by sequential activation of cyclin/Cdk complexes^63^. At G1 phase, D-type cyclins (D1, D2 and D3) associate with Cdk4/Cdk6, while Cyclin E forms a complex with Cdk2. These cyclin-Cdk complexes sequentially activate retinoblastoma (Rb) protein and E2F that control the expression of a cluster of S phase-associated genes including Cyclin A and Cdk1^64^. During the G1-to-S transition, AurkB kinase plays an essential role in augmenting phosphorylation and activation of Rb, Cdk1 and Cdk2^38^. Our study showed that *H. pylori*-mediated transcriptional inhibition of genes encoding for *Cyclin D1*, *Cdk1* and *Cdk2* coupled with suppression of AurkB and Cdk1 phosphorylation may halt G1-to-S transition. Doubling of DNA content via DNA replication occurs during the S phase prior to M phase. During this stage, members of Mcm family form pre-replication complex that unravels the double helix and initiates replication at early S phase^65^,^66^ whereas the Pol^67^,^68^ and Rfc^69^ complexes are important for DNA elongation. Strikingly, we observed that expression of numerous genes within the Mcm, Pol and Rfc families were strongly down-regulated in the *H. pylori*-infected RAW264.7 cells. Furthermore, KEGG pathway analysis showing depletion of DNA replication pathway upon *H. pylori* infection supports the hypothesis that *H. pylori* blocks DNA replication and inhibits cell cycle at S phase.

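Of 43 tested genes expressed in S phase, 39 were lower in infected cells, none was higher and 4 did not pass the test (39 and none when adjusted over the list alone), with a median log2 fold change of −2.67 (camera, adjusted p = 8.10e-13; adjusted p = 0.457 with an estimated correlation). E2f8, a transcription factor of the E2F family, fell by 5.20 on the log2 scale (adjusted p = 5.93e-05), and Clspn, an adaptor of the replication checkpoint, fell by 4.10 (adjusted p = 9.17e-05). Of 22 genes of nucleotide synthesis, 14 were lower and none higher (14 and none when adjusted over the list alone), among them the ribonucleotide reductase genes Rrm2 and Rrm1, with −3.92 and −3.02. Of 45 histone genes, 25 were lower and 4, H2ac18, H2aw, H2bc4 and H1f2, were higher (25 and 4 when adjusted over the list alone). The medians were −1.26 for nucleotide synthesis (adjusted p = 1.26e-05; adjusted p = 0.457 with an estimated correlation) and −1.67 for histones (adjusted p = 6.89e-04; adjusted p = 0.534 with an estimated correlation). From the lower replication pathway and the Mcm, Pol and Rfc families the paper proposes that H. pylori blocks DNA replication. It also reports a smaller share of infected cells in S phase by flow cytometry, which was not analysed here.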

It is important to note that the *H. pylori*-mediated cell cycle inhibition is not limited to G1-to-S transition, but it occurs simultaneously at G2/M phase. This is supported by cell cycle assay and microarray data which showed significant suppression by *H. pylori* infection of multiple genes encoding for molecules associated with G2/M progress. 

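Of 59 tested genes expressed in G2 and M phase, 57 were lower in infected cells, none was higher and 2 did not pass the test (57 and none when adjusted over the list alone), with a median log2 fold change of −3.28 (camera, adjusted p = 2.06e-16; adjusted p = 0.457 with an estimated correlation). Of 41 genes of the kinetochore and the spindle checkpoint, 38 were lower and none higher (38 and none when adjusted over the list alone), with a median of −2.71 (adjusted p = 1.58e-11; adjusted p = 0.457 with an estimated correlation). Cenpa, the centromeric histone, was 15.3-fold lower (adjusted p = 2.72e-04, limma), with a normalized log2 signal of 0.67 ± 0.51 in infected and 4.61 ± 0.036 in uninfected cells (mean ± SD, n = 2 each). Espl1, which encodes separase, was 22.4-fold lower (adjusted p = 1.69e-04), and Zwilch, a kinetochore protein, 5.18-fold lower (adjusted p = 4.77e-04). The 76 cytosolic ribosomal protein genes had log2 fold changes from −0.79 to 0.31. Espl1 was 14.2-fold lower with normexp background correction.

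**Figure D3:**
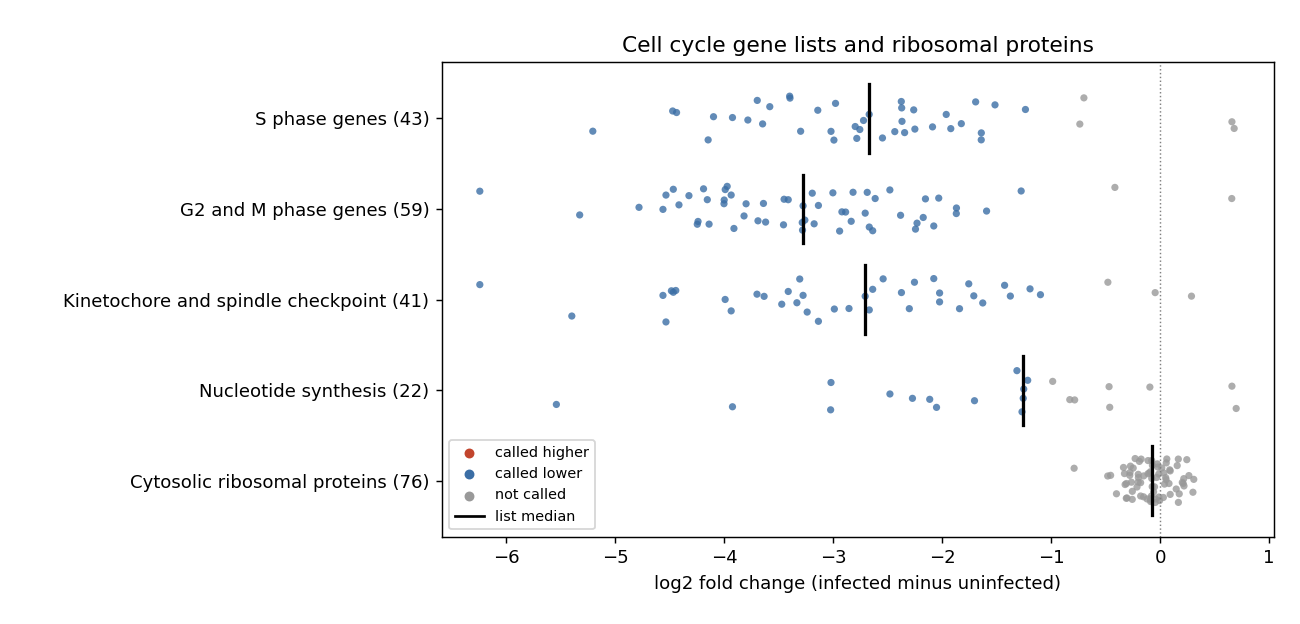
Log2 fold change (infected minus uninfected) of each tested member of 5 gene lists, 1 point per gene, coloured by its call, with a black bar at the list median and the number of tested genes in brackets. The S phase, G2 and M phase and kinetochore lists have medians from −3.28 to −2.67, and the ribosomal protein genes lie from −0.79 to 0.31.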

AurkB may also play a key role in this process because in addition to regulating G1-to-S transition^38^, it participates in mitosis by modulating spindle function^70^ in which AurkB controls centromere protein complex that includes histone Cenp-a protein which is responsible for assembly of kinetochore proteins^71^,^72^. Moreover, expression of Mad1l1, a protein vital for mitosis progression and checkpoint control, is reduced by *H. pylori*^73^,^74^. In our study, *H. pylori*-infected RAW264.7 cells exhibited reduced mRNA and protein levels of AurkB and its substrate Cenp-a. In addition, genes encoding for Zwilch kinetochore proteins and for Separase (encoded by *Espl1*) indispensable for anaphase spindle elongation^75^ were significantly suppressed by *H. pylori* (Supplementary Figure S2). Therefore, disruption of these processes can result in mitotic checkpoint failure, resulting in premature mitotic exit and chromosome mis-segregation that underlie tumorigenesis.

Macrophage is a key player in *H. pylori* pathogenesis in which its depletion causes reduced pathology in the gastric^3^. One of the major roles of macrophage is to trigger adaptive immune response. *H. pylori*-infected macrophage is able to produce BAFF which promotes T_H_17 cell expansion by creating a pro-T_H_17 milieu or by direct control of naïve T cell differentiation^76^. The ability of *H. pylori* to form chronic colonization in the host relies on their effective immune evasion strategies^77^. Previous study showed the *H. pylori* infection in macrophage can cause cell death by induction of macrophage arginase II^17^. In this study, we suggest a different strategy by which the *H. pylori* is able to block various cell proliferation-associated genes thus inhibits the macrophage cell growth. In addition to inhibiting macrophage, *H. pylori* VacA exotoxin interferes with the T cell activation through inhibiting calcium influx thus preventing NFAT nuclear translocation and the subsequent cytokine transactivation^78^. Besides, VacA is also able to interfere with antigen presentation by major histocompatibility complex in B cells^79^.

In summary, we observed that *H. pylori* infection impaired mitotic proliferation of RAW264.7 monocytic macrophage cells. G1-to-S cell cycle transition was inhibited in the infected cells subsequent to depleted expression of AurkB- and cyclins/cdks-encoding genes. We anticipate that *H. pylori*-mediated interference of macrophage proliferation is possibly one of the strategies employed by *H. pylori* to limit the quantity of macrophages at the infection site and to evade efficient clearance by host immune system.

## Methods

### Bacteria

A mouse-adapted strain of *H. pylori* SS1 strain^57^, was provided by the *H. pylori* Research Laboratory, University of Western Australia. J99 strain was from Amerian Type Culture Collection (ATCC, Rockwille, MA)^59^ while 298 strain was derived from a local clinical isolate, UM032, as previously described^60^. Bacteria was grown on chocolate agar plate supplemented with 7% laked horse blood (Oxoid, Basingstoke, UK) under microaerophilic conditions at 10% CO_2_, 37 °C in a humidified incubator and were subcultured every 3 days. For infection, *H. pylori* was harvested in brain heart infusion (BHI) broth and quantified by a spectrophotometer (OD_650 nm_ of 1 = 1 × 10^8^ cells/ml). Viable cell count was predetermined by calculating colony forming units after serially diluted bacteria were drop plated onto chocolate agar plate.

### Tissue culture

RAW264.7 cells were purchased from America Type Culture Control (ATCC TIB-71). RAW264.7 cells were cultured in Dulbecco’s Modified Essential Medium supplemented with 10% heat inactivated fetal bovine serum and incubated at 37^o^ C, 5% CO_2_. One day prior to inoculation, cells were seeded in a T25 flask at 5 × 10^5^ cells/ml. Cells were then infected with *H. pylori* SS1 at MOIs of 1, 5 or 10 for 24 h.

### Primary macrophage cell preparation

C57BL/6 mice were purchased (Jackson Laboratory, Bar Harbor, ME). Preparation of primary macrophages was adapted from a previous report^80^. Two male mice at 8–12 weeks old were euthanized and bone marrow cells were isolated from the femurs. Cells were cultured in RPMI 1640 medium supplemented with 10% heat-inactivated FBS, 100 μg/ml streptomycin and 100 U/ml penicillin, 1× non-essential amino acids, 1 mM HEPES and stimulated with 20 ng/ml M-CSF (Biolegend, San Diego, CA). After 3 days, non-adherent cells were collected and cultured for another 3 days to obtain BMDM^81^. At day 7, adherent cells were infected with *H. pylori* SS1 at MOI 10 for 24 h.

### RNA extraction and qRT-PCR

RNA was isolated from cells using TRIzol reagent (Invitrogen, Carlsbard, CA) as described^82^. RNA integrity number (RIN) was >9.5 as determined using Bioanalyzer 2100. cDNA was prepared using M-MLV reverse transcriptase (Invitrogen). qRT-PCR was carried out with SsoAdvanced SYBR Green Supermix (Biorad, Hercules, CA) in a Real-Time PCR 7500 (Applied Biosystems, Foster City, CA) using designed primers (Supplementary Table S2). Relative fold change was calculated using comparative 2^−ΔΔCT^ method. All experiments were run in triplicates and were presented as mean ±SD.

### Microarray analysis

Microarray analysis was performed with Agilent Technologies microarray platform using Agilent SurePrint G3 Human GE 8 60k containing 55,821 probes (Design ID: G4851A, Lot: 0006097429). Total RNA (100 ng) was primed with an oligo-dT containing the recognition site for RNA polymerase. RNA was labelled using Low Input Quick Amp Labeling Kit, One-Color (Agilent p/n 5190-2305) to produce cyanine 3-CTP labeled cRNA. cRNA (600 ng) was hybridized onto 8-array slide at10 rpm for 17 h at 65 °C. The slide was washed and scanned on Agilent High Resolution Microarray Scanner (C-model). Raw signal data were extracted from the TIFF image with Agilent Feature Extraction Software (V107.1.1). Pathway analysis was performed using the KEGG database^83^,^84^. Heat maps were generated with multiexperimental viewer (MeV) software^85^.

### Flow cytometry analyses

Cells (1 × 10^6^) were stained with antibodies for 30 min in dark before analyzed in a FACS Canto cytometer (BD Biosciences, Franklin Lakes, NJ). For intranuclear staining, cells were fixed and permeabilized using Foxp3/transcription factor staining buffer set (eBioscience, San Diego, CA) and stained with Ki67. The antibodies used included PE-conjugated PD-1L, PerCPCy5.5-conjugated F4/80, APC-conjugated CD11b (Mac-1), CD44 and CD86 (Biolegend). For cell cycle, cells were fixed overnight in 70% ice-cold ethanol at –80 °C, as described^86^. Cells were stained with propidium iodide/ribonuclease A (RNaseA) solution (BD Biosciences) for 30 min before analyzed using flow cytometer.

### Immunoblot analysis

Cell lysates were prepared in RIPA lysis buffer (Santa Cruz Biotech, Santa Cruz, CA), separated by NuPage gel (Invitrogen) and blotted onto polyvinylidenedifluoride membranes. Membranes were blocked with 5% BSA in TBS-T and incubated with primary (1:1,000) and secondary (1:5,000) antibodies. Primary antibodies used were antibodies against β-actin, Cyclin D1 (DCS6), phospho-Cdc2 (Tyr15), Cenp-a (Cell Signaling Technologies, Beverly, MA) and Aurora-B kinase (Abcam, Cambridge, UK). Secondary antibodies used were alkaline phosphatase-conjugated mouse or rabbit anti-IgG (Promega, Madison, WI). Membranes were developed using colorimetric NBT-BCIP substrate (Promega), as described^87^.

### Statistical analysis

Data were analyzed with unpaired two-tailed Student’s *t*-test or Benjamini-Horchberg False Discovery Rate (FDR) multiple testing correction. Samples were considered significant if P < 0.05.

## Additional Information

**How to cite this article**: Tan, G. M. Y. *et al.* Suppression of cell division-associated genes *by Helicobacter pylori* attenuates proliferation of RAW264.7 monocytic macrophage cells. *Sci. Rep.* **5**, 11046; doi: 10.1038/srep11046 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
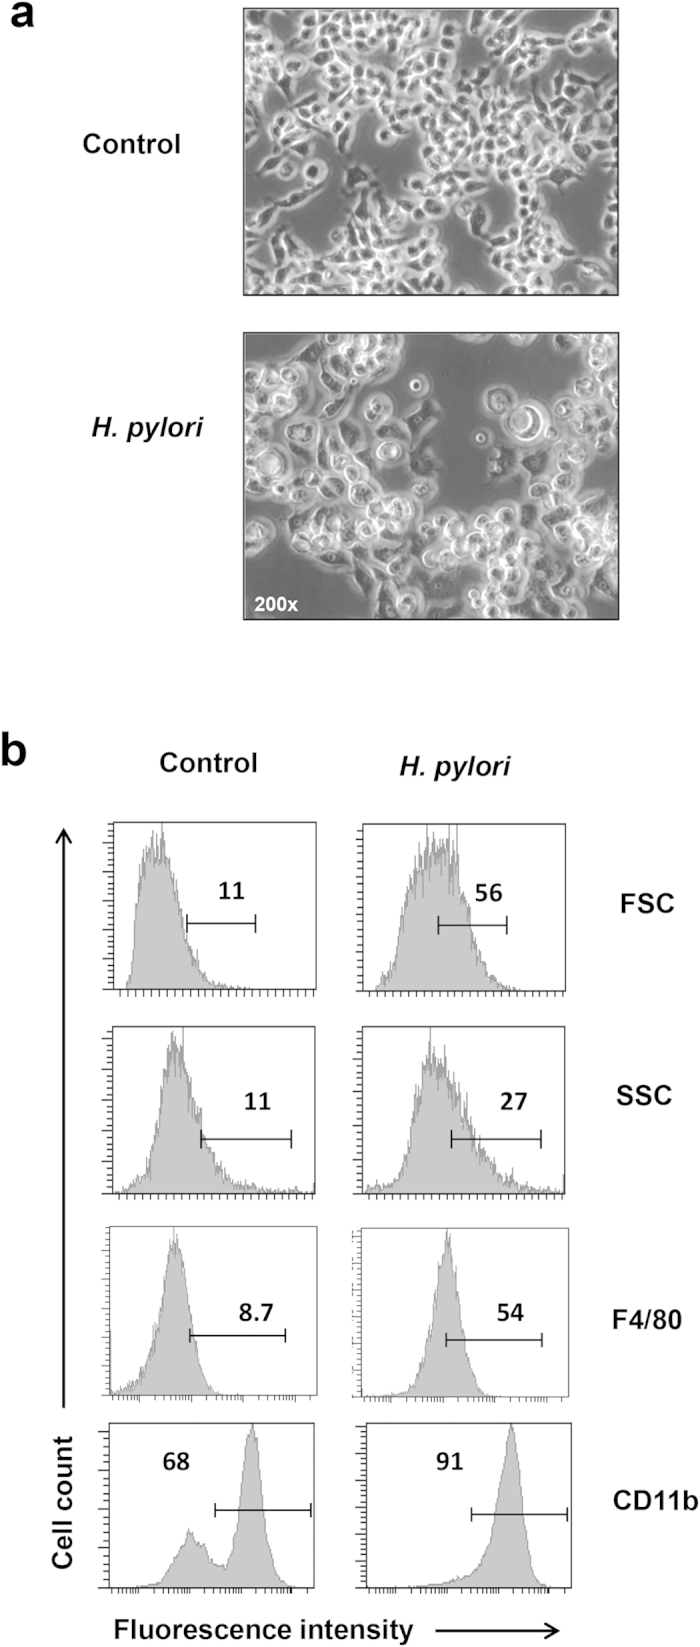
*H. pylori*-infected RAW264.7 monocytic macrophage cells. RAW264.7 cells were seeded at 5 × 10^5^ /ml and infected with the indicated MOIs of *H. pylori* for 24 h. (**a**) Representative pictures of control and infected cells viewed under light microscope. Objective 200×. (**b**) Flow cytometry analysis of the control and infected cells. Intensities of forward scatter (FCS) and side scatter (SSC) indicate the cell size and complexity, respectively. Numbers represent the percentages of cells in the gated area. Shown are representative data of three independent experiments.

**Figure 2:**
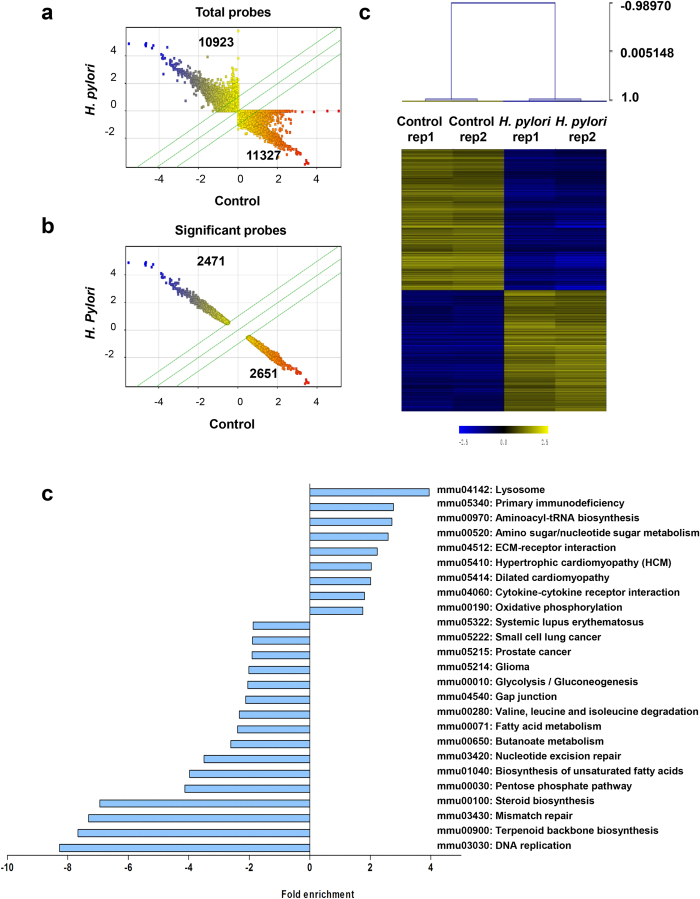
Microarray analysis of *H. pylori*-infected RAW264.7 cells. (**a** and **b**) Scatter plots show the expressions of total probes (**a**) and significant probes (**b**), in the non-infected control versus *H. pylori* (MOI 10, 24 h)-infected cells. Significant probes were selected based on FC < –2 or FC > 2, P < 0.05. X and Y axis show normalized log_2_ values. Number represents the number of probes in each quadrant. Blue and red dots show the intensities of up- or down-regulated probes, respectively based on the normalized values on X-axis. Three green lines demarcate the probes with FC of –2, 0 and 2. (**c**) Hierarchical clustering (HCL) for significant 5122 probes (2932 genes) was executed with Pearson Correlation distance metric and average linkage. (**d**) KEGG pathway analysis. Bar chart showing the FE of significantly modulated pathways in the *H. pylori*-infected RAW264.7 cells relative to control (FE < –2 or FE > 2, P < 0.05). In total, 8 pathways showed induction while 16 pathways were reduced.

**Figure 3:**
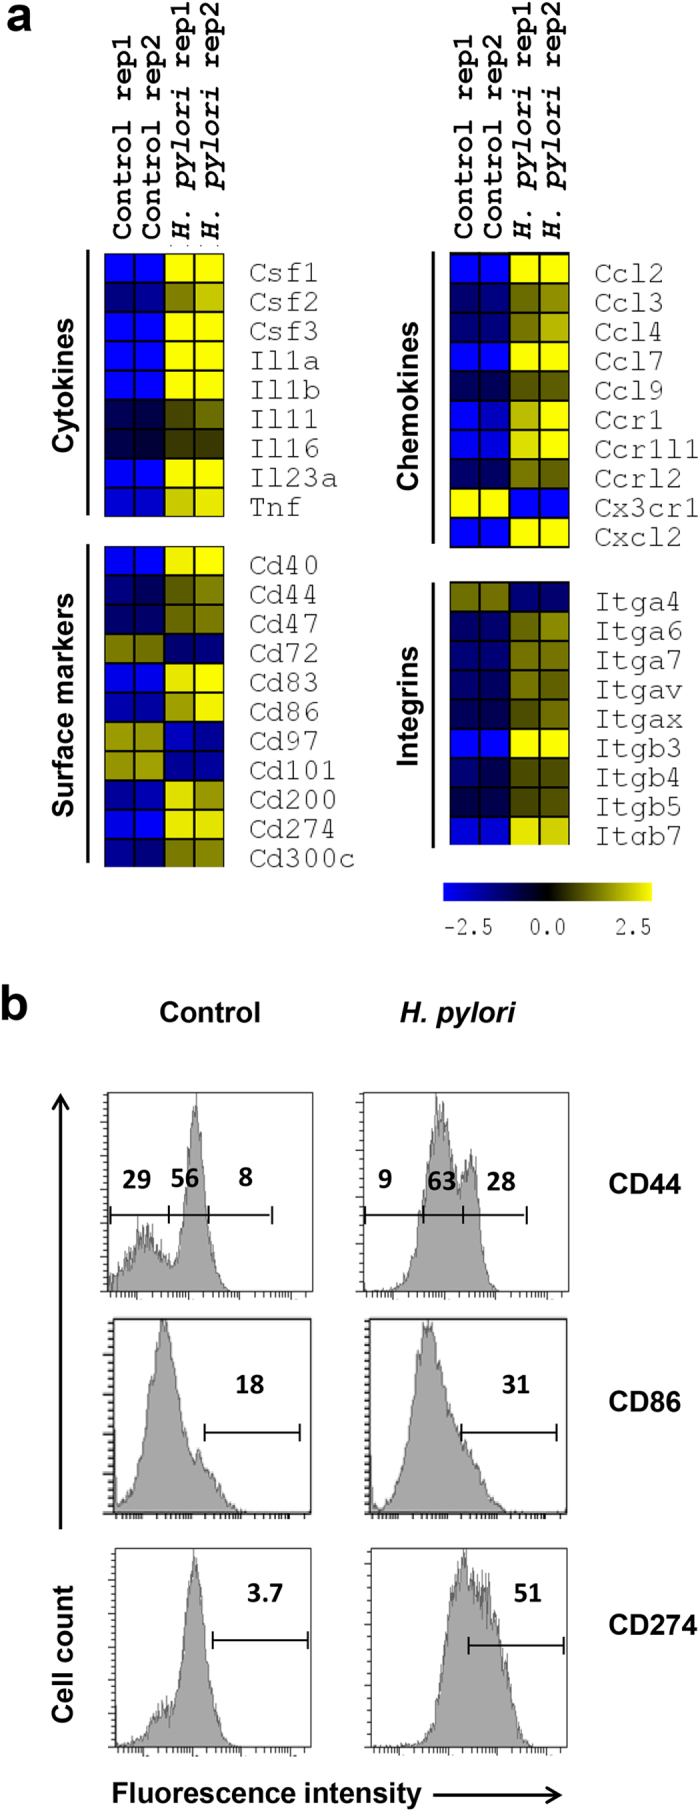
*H. pylori* infection up-regulates genes encoded for immune reactions. (**a**) Heatmap of significant genes encoded for cytokines, surface markers, chemokines, and intergrins. Color intensity reflects the normalized log_2_ values of the RNA abundance. Yellow: increase, blue: decrease, dark: no change. (**b**) Flow cytometrical analysis of cell surface markers on the control and *H. pylori* (MOI 10, 24 h)-infected cells. Fluorescence intensities for different markers were as shown. Numbers represent the percentages of cell in the gated area.

**Figure 4:**
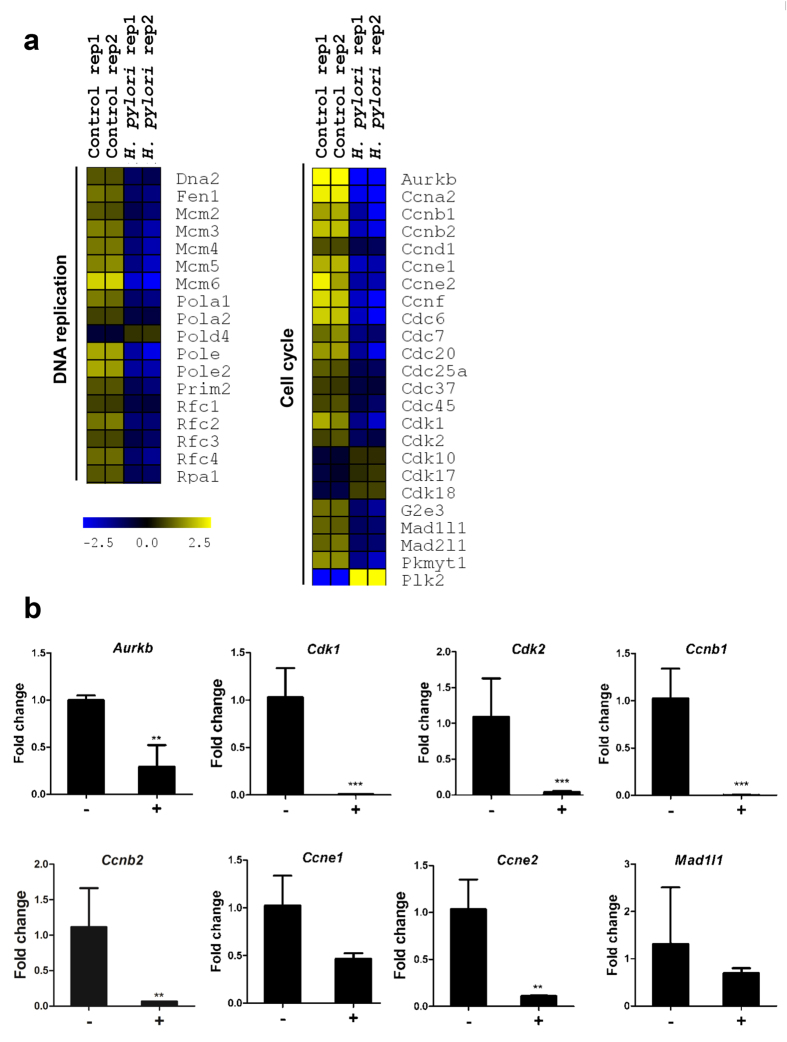
*H. pylori* infection down-regulates genes encoded for DNA synthesis and cell cycle molecules. (**a**) Heatmap of significant genes encoded for DNA synthesis and cell cycle molecules. Color intensity reflects the normalized log_2_ values of the RNA abundance. Yellow: increase, blue: decrease, dark: no change. (**b**) qRT-PCR analysis. Relative fold change shows expression of each gene relative to internal control β-actin. –: Non-infected control; +: *H. pylori* (MOI 10, 24 h)-infected cells. Data were shown as mean ± SD, from one experiment run in triplicate. Statistical significance was analyzed with unpaired Student’s *t*-test (*P < 0.05, **P < 0.01, ***P < 0.001).

**Figure 5:**
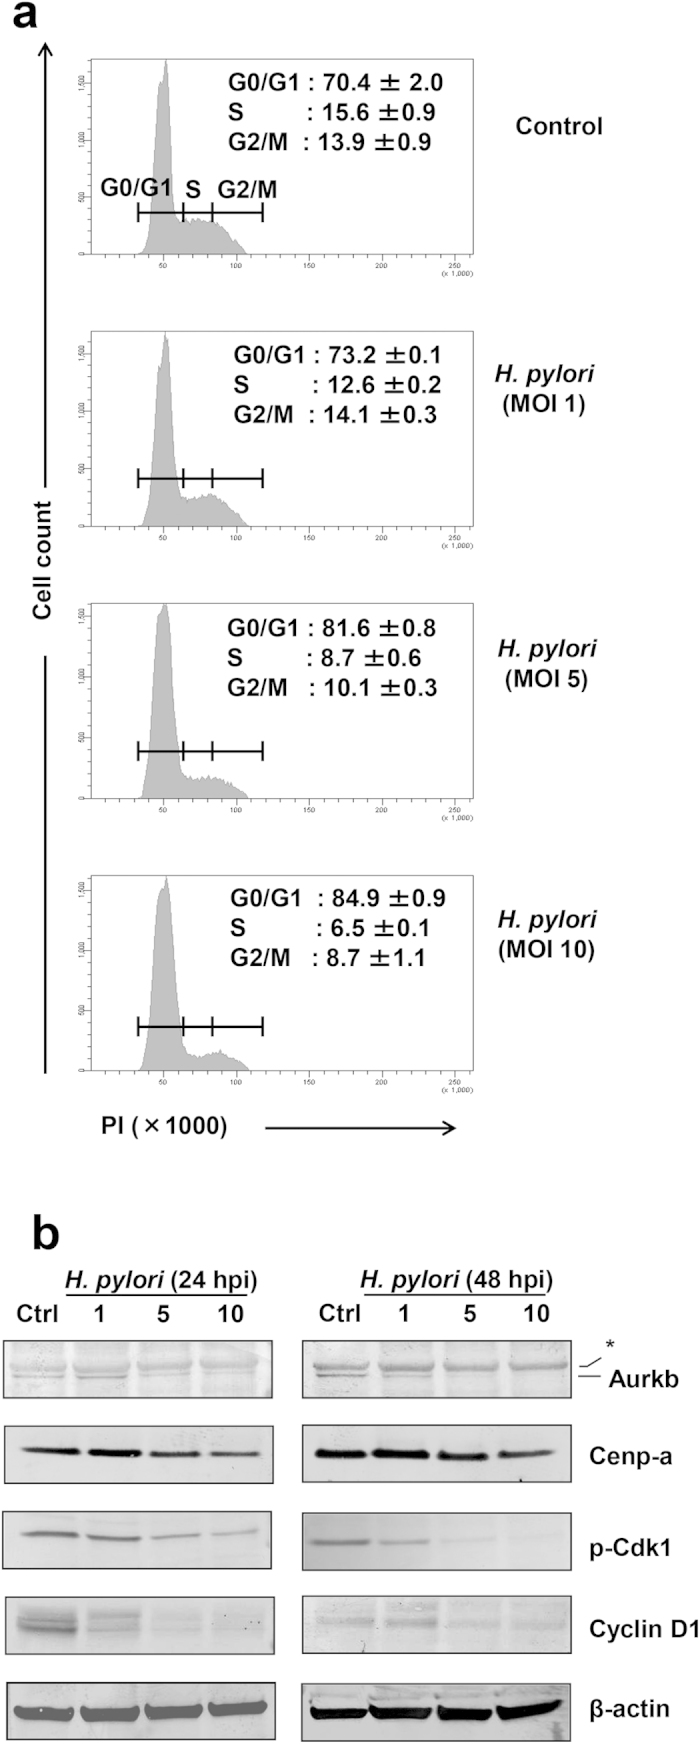
*H. pylori* infection blocks cell cycle progress. (**a**) Cell cycle analysis of control and *H. pylori* (MOI 1, 5 or 10)-infected RAW264.7 cells. Cells were harvested at 24 hpi, fixed and stained with propidium iodide (PI) to detect DNA contents. Numbers represent the percentages of cells at G0/G1, S or G2/M phases. Data were shown as mean ± SD from one experiment run in duplicate, and were representative data of two independent experiments. (**b**) Immunoblot analysis of cell lysates prepared from control and *H. pylori*-infected RAW264.7 cells for 24 or 48 h. Antibodies against AurkB, Cenp-a, phospho-Cdk1 (Cdc2) or Cyclin D1 were used. β-actin was used as loading control. *All gels were run under same experimental condition. Images were cropped from full length blots (Supplementary Figure S4). Shown are representative data of two independent experiments.

**Figure 6:**
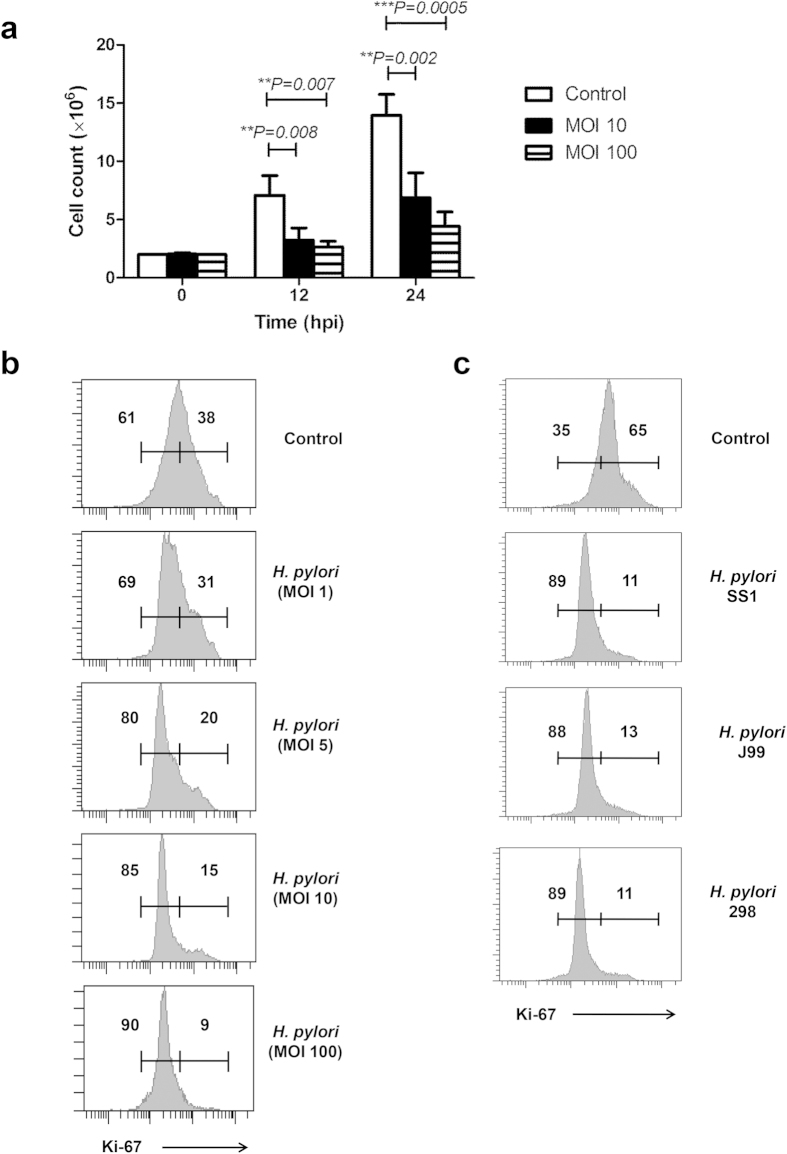
Effect of *H. pylori* infection on the cell proliferation of RAW264.7 cells. (**a**) Bar chart shows absolute cell count of the non-infected and *H. pylori*-infected cells at 12 or 24 hpi. Data were shown as mean ± SD, from one experiment run in triplicate. Statistical significance were analyzed with unpaired Student’s *t*-test (**P < 0.01, ***P < 0.001). (**b** and **c**) Flow cytometrical analysis of intranuclear expression of Ki-67 cell proliferation marker in the control and *H. pylori*-infected cells. (**b**) RAW264.7 cells were infected with 1, 5, 10 and 100 MOIs of *H. pylori* SS1 strain for 24 h. (**c**) RAW264.7 cells were infected with different strains of *H. pylori* including SS1, J99 and 298 at MOI 100 for 24 h. Numbers represent the percentages of cells in the gated area. Shown were representative data of two independent experiments.

**Figure 7:**
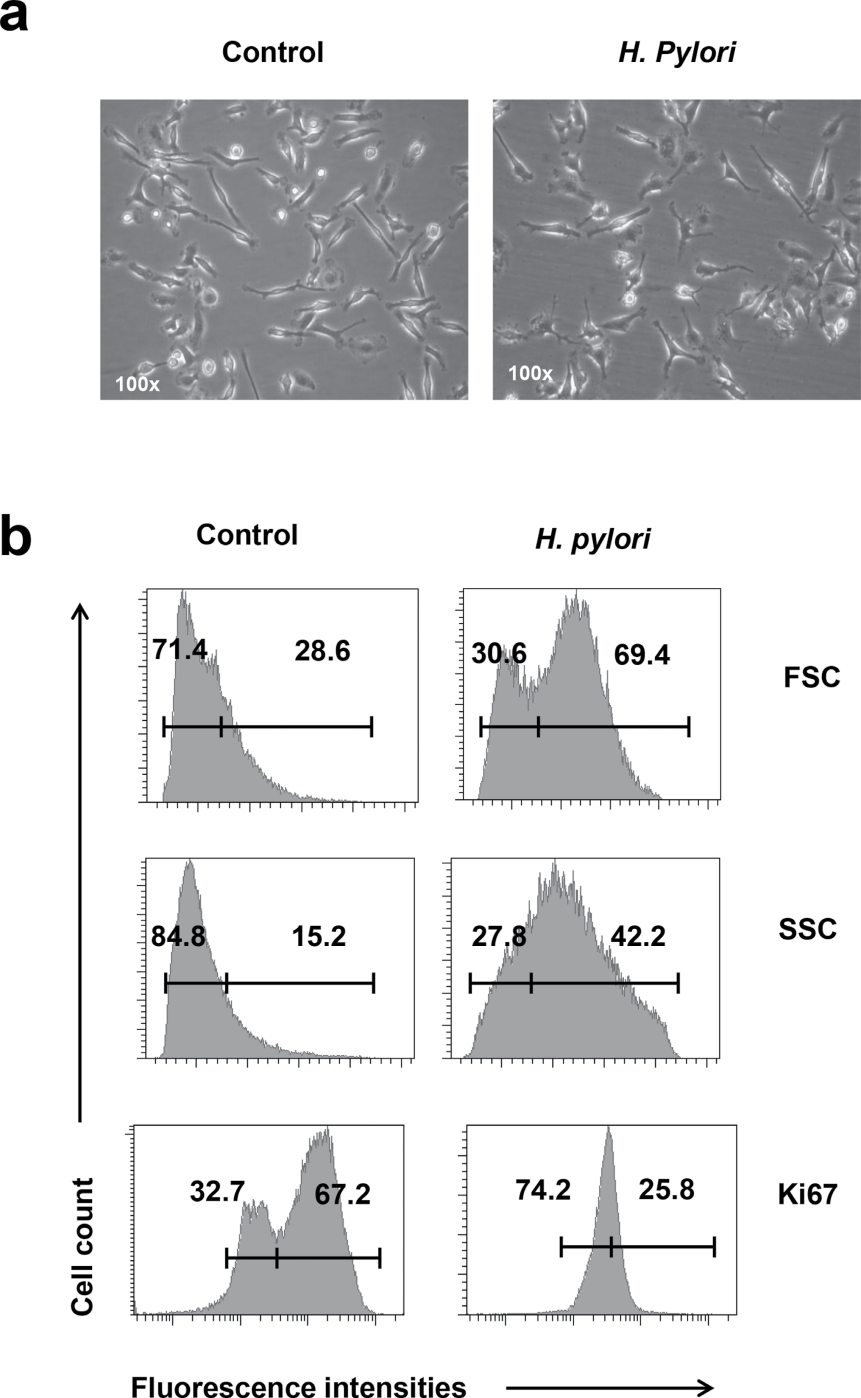
Effect of *H. pylori* on the cell proliferation of primary macrophage cells. BMDM cells were prepared by stimulating the C57BL/6 mice bone marrow cells with M-CSF (20 ng/ml) for 7 days. BMDM cells were infected with MOI 10 of *H. pylori* SS1 strain for 24 h. (**a**) Photos of the non-infected and *H. pylori* SS1 (MOI 10)-infected BMDM cells. (**b**) Flow cytometrical analysis of forward scatter (FSC), side scatter (SSC) and intranuclear expression of Ki-67 cell proliferation marker in the control and *H. pylori*-infected cells. Numbers represent the percentages of cells in the gated area. Shown were representative data of two independent experiments.

**Table 1:** List of top 10 up- and down-regulated genes in *H. pylori-*infected RAW264.7 cells.

**Genbank Accession**	**Description**	**Folds**	**P**	**FDR**
**Up-regulation**				
NM_009802	*Carbonic anhydrase 6 (Car6)*	1396	0.0036	0.0291
NM_009971	*Colony stimulating factor 3(Csf3)*	771	0.0031	0.0279
NM_008491	*Lipocalin 2 (Lcn2)*	746	0.0014	0.0238
NM_013654	*Chemokine (C-C motif) ligand 7 (Ccl7)*	682	0.0003	0.0209
NM_011198	*Prostaglandin-endoperoxide synthase 2 (Ptgs2)*	541	0.0041	0.0984
NM_009140	*Chemokine (C-X-C motif) ligand 2 (Cxcl2)*	496	0.0008	0.0216
NM_008361	*Interleukin 1 beta (Il1b)*	257	0.0064	0.0345
NM_001085376	*Pappalysin 2 (Pappa2)*	233	0.0028	0.0273
NM_007778	*Colony stimulating factor 1 (Csf1)*	208	0.0002	0.0209
NM_009635	*Advillin (Avil)*	196	0.0003	0.0209
**Down-regulation**				
NM_009987	*Chemokine (C-X3-C) receptor 1 (Cx3cr1)*	−157	0.0022	0.0259
NM_013710	*FYVE, RhoGEF and PH domain containing 2 (Fgd2)*	−146	0.0021	0.0255
NM_029116	*Kelch repeat and BTB (POZ) domain containing 11 (Kbtbd11)*	−133	0.0007	0.0211
NM_053272	*24-dehydrocholesterol reductase (Dhcr24)*	−78	0.0001	0.0145
NM_009662	*Arachidonate 5-lipoxygenase (Alox5)*	−78	0.0002	0.0210
NM_011496	*Aurora kinase B (Aurkb)*	−75	0.0017	0.0246
NM_172756	*Ankyrin repeat and LEM domain containing 1 (Ankle1)*	−71	0.0002	0.0210
NM_001080926	*Low density lipoprotein receptor-related protein 8, apolipoprotein e receptor (Lrp8)*	−70	0.0008	0.0213
NM_007763	*Cysteine-rich protein 1 (intestinal) (Crip1)*	−67	0.0006	0.0145
NM_008652	*Myeloblastosis oncogene-like 2 (Mybl2)*	−66	0.0008	0.0216

Significance analysis was performed with Student’s *t*-test and Benjamini-Horchberg False Discovery Rate (FDR) multiple testing correction.

## References

[b1] PathakS. K., TavaresR., de KlerkN., SpetzA. L. & JonssonA. B. Helicobacter pylori protein JHP0290 binds to multiple cell types and induces macrophage apoptosis via tumor necrosis factor (TNF)-dependent and independent pathways. PloS one 8, e77872, 10.1371/journal.pone.0077872 (2013).24223737PMC3815203

[b2] PeekR. M.Jr., FiskeC. & WilsonK. T. Role of innate immunity in Helicobacter pylori-induced gastric malignancy. Physiol. Rev. 90, 831–858, 10.1152/physrev.00039.2009 (2010).20664074PMC2990353

[b3] KaparakisM. *et al.* Macrophages are mediators of gastritis in acute Helicobacter pylori infection in C57BL/6 mice. Infect. Immun. 76, 2235–2239, 10.1128/IAI.01481-07 (2008).18332213PMC2346689

[b4] Krauss-EtschmannS. *et al.* Increase of antigen-presenting cells in the gastric mucosa of Helicobacter pylori-infected children. Helicobacter 10, 214–222, 10.1111/j.1523-5378.2005.00313.x (2005).15904479

[b5] CraigP. M., TerritoM. C., KarnesW. E. & WalshJ. H. Helicobacter pylori secretes a chemotactic factor for monocytes and neutrophils. Gut 33, 1020–1023 (1992).139822410.1136/gut.33.8.1020PMC1379434

[b6] MaiU. E. *et al.* Surface proteins from Helicobacter pylori exhibit chemotactic activity for human leukocytes and are present in gastric mucosa. J. Exp. Med. 175, 517–525 (1992).173241410.1084/jem.175.2.517PMC2119134

[b7] ItoT. *et al.* Helicobacter pylori invades the gastric mucosa and translocates to the gastric lymph nodes. Lab. Invest. 88, 664–681, 10.1038/labinvest.2008.33 (2008).18475258

[b8] WhitneyA. E. *et al.* Increased macrophage infiltration of gastric mucosa in Helicobacter pylori-infected children. Dig. Dis. Sci. 45, 1337–1342 (2000).1096171210.1023/a:1005551903029

[b9] FehlingsM. *et al.* Comparative analysis of the interaction of Helicobacter pylori with human dendritic cells, macrophages, and monocytes. Infect. Immun. 80, 2724–2734, 10.1128/IAI.00381-12 (2012).22615251PMC3434561

[b10] Quiding-JarbrinkM., RaghavanS. & SundquistM. Enhanced M1 macrophage polarization in human helicobacter pylori-associated atrophic gastritis and in vaccinated mice. PloS one 5, e15018, 10.1371/journal.pone.0015018 (2010).21124899PMC2990716

[b11] AllenL. A., SchlesingerL. S. & KangB. Virulent strains of Helicobacter pylori demonstrate delayed phagocytosis and stimulate homotypic phagosome fusion in macrophages. J. Exp. Med. 191, 115–128 (2000).1062061010.1084/jem.191.1.115PMC2195807

[b12] RamaraoN., Gray-OwenS. D., BackertS. & MeyerT. F. Helicobacter pylori inhibits phagocytosis by professional phagocytes involving type IV secretion components. Mol. Microbiol. 37, 1389–1404 (2000).1099817110.1046/j.1365-2958.2000.02089.x

[b13] MitchellP. *et al.* Chronic exposure to Helicobacter pylori impairs dendritic cell function and inhibits Th1 development. Infect. Immun. 75, 810–819, 10.1128/IAI.00228-06 (2007).17101659PMC1828488

[b14] GalganiM. *et al.* Helicobacter pylori induces apoptosis of human monocytes but not monocyte-derived dendritic cells: role of the cag pathogenicity island. Infect. Immun. 72, 4480–4485, 10.1128/IAI.72.8.4480-4485.2004 (2004).15271906PMC470697

[b15] AsimM. *et al.* Helicobacter pylori induces ERK-dependent formation of a phospho-c-Fos c-Jun activator protein-1 complex that causes apoptosis in macrophages. J. Biol. Chem. 285, 20343–20357, 10.1074/jbc.M110.116988 (2010).20410304PMC2888446

[b16] GobertA. P. *et al.* Helicobacter pylori induces macrophage apoptosis by activation of arginase II. J. Immunol. 168, 4692–4700 (2002).1197101910.4049/jimmunol.168.9.4692

[b17] LewisN. D. *et al.* Immune evasion by Helicobacter pylori is mediated by induction of macrophage arginase II. J. Immunol. 186, 3632–3641, 10.4049/jimmunol.1003431 (2011).21296975PMC3069806

[b18] ChaturvediR. *et al.* Induction of polyamine oxidase 1 by Helicobacter pylori causes macrophage apoptosis by hydrogen peroxide release and mitochondrial membrane depolarization. J. Biol. Chem. 279, 40161–40173, 10.1074/jbc.M401370200 (2004).15247269

[b19] MenakerR. J., CeponisP. J. & JonesN. L. Helicobacter pylori induces apoptosis of macrophages in association with alterations in the mitochondrial pathway. Infect. Immun. 72, 2889–2898 (2004).1510280110.1128/IAI.72.5.2889-2898.2004PMC387848

[b20] WangY. H., WuJ. J. & LeiH. Y. The autophagic induction in Helicobacter pylori-infected macrophage. Exp. Biol. Med. 234, 171–180, 10.3181/0808-RM-252 (2009).19064937

[b21] BussiereF. I. *et al.* Low multiplicity of infection of Helicobacter pylori suppresses apoptosis of B lymphocytes. Cancer Res. 66, 6834–6842, 10.1158/0008-5472.CAN-05-4197 (2006).16818661

[b22] KimJ. J. *et al.* Helicobacter pylori impairs DNA mismatch repair in gastric epithelial cells. Gastroenterology 123, 542–553 (2002).1214580710.1053/gast.2002.34751

[b23] ObstB., WagnerS., SewingK. F. & BeilW. Helicobacter pylori causes DNA damage in gastric epithelial cells. Carcinogenesis 21, 1111–1115 (2000).10836997

[b24] XuW., HsuF. F., BaykalE., HuangJ. & ZhangK. Sterol biosynthesis is required for heat resistance but not extracellular survival in leishmania. PLoS Pathog. 10, e1004427, 10.1371/journal.ppat.1004427 (2014).25340392PMC4207814

[b25] WriessneggerT. & PichlerH. Yeast metabolic engineering--targeting sterol metabolism and terpenoid formation. Prog. Lipid Res. 52, 277–293, 10.1016/j.plipres.2013.03.001 (2013).23567752

[b26] GoluszkoP. & NowickiB. Membrane cholesterol: a crucial molecule affecting interactions of microbial pathogens with mammalian cells. Infect. Immun. 73, 7791–7796, 10.1128/IAI.73.12.7791-7796.2005 (2005).16299268PMC1307024

[b27] HamiltonJ. A. Colony-stimulating factors in inflammation and autoimmunity. Nat. Rev. Immunol. 8, 533–544, 10.1038/nri2356 (2008).18551128

[b28] SalangaC. L. *et al.* Multiple glycosaminoglycan-binding epitopes of monocyte chemoattractant protein-3/CCL7 enable it to function as a non-oligomerizing chemokine. J. Biol. Chem. 289, 14896–14912, 10.1074/jbc.M114.547737 (2014).24727473PMC4031540

[b29] De FilippoK. *et al.* Mast cell and macrophage chemokines CXCL1/CXCL2 control the early stage of neutrophil recruitment during tissue inflammation. Blood 121, 4930–4937, 10.1182/blood-2013-02-486217 (2013).23645836

[b30] ChenJ., ZhaoM., RaoR., InoueH. & HaoC. M. C/EBP{beta} and its binding element are required for NF{kappa}B-induced COX2 expression following hypertonic stress. J. Biol. Chem. 280, 16354–16359, 10.1074/jbc.M411134200 (2005).15713664

[b31] MacintireK. *et al.* PAPPA2 is increased in severe early onset pre-eclampsia and upregulated with hypoxia. Reprod. Fert. Dev. 26, 351–357, 10.1071/RD12384 (2014).23484525

[b32] SokJ. *et al.* CHOP-Dependent stress-inducible expression of a novel form of carbonic anhydrase VI. Mol. Cell. Biol. 19, 495–504 (1999).985857310.1128/mcb.19.1.495PMC83907

[b33] LiY., HeW., LiuT. & ZhangQ. A new cyclo-oxygenase-2 gene variant in the Han Chinese population is associated with an increased risk of gastric carcinoma. Mol. Diagn. Ther. 14, 351–355, 10.2165/11586400-000000000-00000 (2010).21275453

[b34] WarszawskaJ. M. *et al.* Lipocalin 2 deactivates macrophages and worsens pneumococcal pneumonia outcomes. J. Clin. Invest. 123, 3363–3372, 10.1172/JCI67911 (2013).23863624PMC3726165

[b35] MarksP. W., AraiM., BanduraJ. L. & KwiatkowskiD. J. Advillin (p92): a new member of the gelsolin/villin family of actin regulatory proteins. J. Cell Sci. 111, 2129–2136 (1998).966403410.1242/jcs.111.15.2129

[b36] NiessJ. H. *et al.* CX3CR1-mediated dendritic cell access to the intestinal lumen and bacterial clearance. Science 307, 254–258, 10.1126/science.1102901 (2005).15653504

[b37] FuJ., BianM., JiangQ. & ZhangC. Roles of Aurora kinases in mitosis and tumorigenesis. Mol. Cancer Res. 5, 1–10, 10.1158/1541-7786.MCR-06-0208 (2007).17259342

[b38] SongJ., Salek-ArdakaniS., SoT. & CroftM. The kinases aurora B and mTOR regulate the G1-S cell cycle progression of T lymphocytes. Nat. Immunol. 8, 64–73, 10.1038/ni1413 (2007).17128276

[b39] PapettiM. & AugenlichtL. H. MYBL2, a link between proliferation and differentiation in maturing colon epithelial cells. J. Cell. Physiol. 226, 785–791, 10.1002/jcp.22399 (2011).20857481PMC3012743

[b40] BrachnerA. *et al.* The endonuclease Ankle1 requires its LEM and GIY-YIG motifs for DNA cleavage *in vivo*. J. Cell Sci. 125, 1048–1057, 10.1242/jcs.098392 (2012).22399800PMC4335191

[b41] KuehnleK. *et al.* Prosurvival effect of DHCR24/Seladin-1 in acute and chronic responses to oxidative stress. Mol. Cell. Biol. 28, 539–550, 10.1128/MCB.00584-07 (2008).17984220PMC2223428

[b42] CrameriA. *et al.* The role of seladin-1/DHCR24 in cholesterol biosynthesis, APP processing and Abeta generation *in vivo*. EMBO J. 25, 432–443, 10.1038/sj.emboj.7600938 (2006).16407971PMC1383521

[b43] LeP. *et al.* A high-fat diet induces bone loss in mice lacking the Alox5 gene. Endocrinology 153, 6–16, 10.1210/en.2011-0082 (2012).22128029PMC3249675

[b44] ShenG. Q. *et al.* An LRP8 variant is associated with familial and premature coronary artery disease and myocardial infarction. Am. J. Hum. Genet. 81, 780–791, 10.1086/521581 (2007).17847002PMC2227927

[b45] ZhangJ. *et al.* LRP8 mediates Wnt/beta-catenin signaling and controls osteoblast differentiation. J. Bone Miner. Res. 27, 2065–2074, 10.1002/jbmr.1661 (2012).22589174

[b46] AssimesT. L. *et al.* Common polymorphisms of ALOX5 and ALOX5AP and risk of coronary artery disease. Hum. Genet. 123, 399–408, 10.1007/s00439-008-0489-5 (2008).18369664PMC4023692

[b47] ZhuangY. *et al.* Helicobacter pylori-infected macrophages induce Th17 cell differentiation. Immunobiology 216, 200–207, 10.1016/j.imbio.2010.05.005 (2011).21112468

[b48] SharpeA. H., WherryE. J., AhmedR. & FreemanG. J. The function of programmed cell death 1 and its ligands in regulating autoimmunity and infection. Nat. Immunol. 8, 239–245, 10.1038/ni1443 (2007).17304234

[b49] AdachiT., WakabayashiC., NakayamaT., YakuraH. & TsubataT. CD72 negatively regulates signaling through the antigen receptor of B cells. J. Immunol. 164, 1223–1229 (2000).1064073410.4049/jimmunol.164.3.1223

[b50] YamazakiT., NagumoH., HayashiT., SuganeK. & AgematsuK. CD72-mediated suppression of human naive B cell differentiation by down-regulating X-box binding protein 1. Eur. J. Immunol. 35, 2325–2334, 10.1002/eji.200425639 (2005).16047337

[b51] BoulocA., BagotM., DelaireS., BensussanA. & BoumsellL. Triggering CD101 molecule on human cutaneous dendritic cells inhibits T cell proliferation via IL-10 production. Eur. J. Immunol. 30, 3132–3139, 10.1002/1521-4141(200011)30:11<3132::AID-IMMU3132>3.0.CO;2-E (2000).11093127

[b52] SoaresL. R., TsavalerL., RivasA. & EnglemanE. G. V7 (CD101) ligation inhibits TCR/CD3-induced IL-2 production by blocking Ca2+ flux and nuclear factor of activated T cell nuclear translocation. J. Immunol. 161, 209–217 (1998).9647226

[b53] WardY. *et al.* LPA receptor heterodimerizes with CD97 to amplify LPA-initiated RHO-dependent signaling and invasion in prostate cancer cells. Cancer Res. 71, 7301–7311, 10.1158/0008-5472.CAN-11-2381 (2011).21978933PMC6697138

[b54] NishiyamaT., SykoraM. M., Huis in ‘t VeldP. J., MechtlerK. & PetersJ. M. Aurora B and Cdk1 mediate Wapl activation and release of acetylated cohesin from chromosomes by phosphorylating Sororin. Proc. Natl. Acad. Sci. USA 110, 13404–13409, 10.1073/pnas.1305020110 (2013).23901111PMC3746921

[b55] AmievaM. R. *et al.* Disruption of the epithelial apical-junctional complex by Helicobacter pylori CagA. Science 300, 1430–1434, 10.1126/science.1081919 (2003).12775840PMC3369828

[b56] TelfordJ. L. *et al.* Gene structure of the Helicobacter pylori cytotoxin and evidence of its key role in gastric disease. J. Exp. Med. 179, 1653–1658 (1994).816394310.1084/jem.179.5.1653PMC2191472

[b57] LeeA. *et al.* A standardized mouse model of Helicobacter pylori infection: introducing the Sydney strain. Gastroenterology 112, 1386–1397 (1997).909802710.1016/s0016-5085(97)70155-0

[b58] CrabtreeJ. E., FerreroR. L. & KustersJ. G. The mouse colonizing Helicobacter pylori strain SS1 may lack a functional cag pathogenicity island. Helicobacter 7, 139–140; author reply 140-131 (2002).1196687410.1046/j.1083-4389.2002.00071.x

[b59] AlmR. A. *et al.* Genomic-sequence comparison of two unrelated isolates of the human gastric pathogen Helicobacter pylori. Nature 397, 176–180, 10.1038/16495 (1999).9923682

[b60] KhosraviY. *et al.* Comparing the genomes of Helicobacter pylori clinical strain UM032 and Mice-adapted derivatives. Gut pathog. 5, 25, 10.1186/1757-4749-5-25 (2013).23957912PMC3751790

[b61] DingS. Z., SmithM. F.Jr. & GoldbergJ. B. Helicobacter pylori and mitogen-activated protein kinases regulate the cell cycle, proliferation and apoptosis in gastric epithelial cells. J. Gastroenterol. Hepatol. 23, e67–78, 10.1111/j.1440-1746.2007.04912.x (2008).18702686

[b62] ScottiC. *et al.* Cell-cycle inhibition by Helicobacter pylori L-asparaginase. PloS one 5, e13892, 10.1371/journal.pone.0013892 (2010).21085483PMC2976697

[b63] JohnsonD. G. & WalkerC. L. Cyclins and cell cycle checkpoints. Annu. Rev. Pharmacol. Toxicol. 39, 295–312, 10.1146/annurev.pharmtox.39.1.295 (1999).10331086

[b64] LimS. & KaldisP. Cdks, cyclins and CKIs: roles beyond cell cycle regulation. Development 140, 3079–3093, 10.1242/dev.091744 (2013).23861057

[b65] LeiM. The MCM complex: its role in DNA replication and implications for cancer therapy. Curr. Cancer Drug Targets 5, 365–380 (2005).1610138410.2174/1568009054629654

[b66] TyeB. K. MCM proteins in DNA replication. Annu. Rev. Biochem. 68, 649–686, 10.1146/annurev.biochem.68.1.649 (1999).10872463

[b67] BambaraR. A. & JesseeC. B. Properties of DNA polymerases delta and epsilon, and their roles in eukaryotic DNA replication. Biochim. Biophys. Acta 1088, 11–24 (1991).184656310.1016/0167-4781(91)90147-e

[b68] HubscherU., MagaG. & SpadariS. Eukaryotic DNA polymerases. Annu. Rev. Biochem. 71, 133–163, 10.1146/annurev.biochem.71.090501.150041 (2002).12045093

[b69] SchmidtS. L., PautzA. L. & BurgersP. M. ATP utilization by yeast replication factor C. IV. RFC ATP-binding mutants show defects in DNA replication, DNA repair, and checkpoint regulation. J. Biol. Chem. 276, 34792–34800 (2001).1154962210.1074/jbc.m011671200

[b70] AndrewsP. D., KnatkoE., MooreW. J. & SwedlowJ. R. Mitotic mechanics: the auroras come into view. Curr. Opin. Cell Biol. 15, 672–683 (2003).1464419110.1016/j.ceb.2003.10.013

[b71] SlatteryS. D., MooreR. V., BrinkleyB. R. & HallR. M. Aurora-C and Aurora-B share phosphorylation and regulation of CENP-A and Borealin during mitosis. Cell cycle 7, 787–795 (2008).1823946510.4161/cc.7.6.5563

[b72] ZeitlinS. G., ShelbyR. D. & SullivanK. F. CENP-A is phosphorylated by Aurora B kinase and plays an unexpected role in completion of cytokinesis. J. Cell Biol. 155, 1147–1157, 10.1083/jcb.200108125 (2001).11756469PMC2199334

[b73] EmreD., TerracolR., PoncetA., RahmaniZ. & KaressR. E. A mitotic role for Mad1 beyond the spindle checkpoint. J. Cell Sci. 124, 1664–1671, 10.1242/jcs.081216 (2011).21511728

[b74] FavaL. L., KaulichM., NiggE. A. & SantamariaA. Probing the *in vivo* function of Mad1:C-Mad2 in the spindle assembly checkpoint. EMBO J. 30, 3322–3336, 10.1038/emboj.2011.239 (2011).21772247PMC3160659

[b75] JensenS., SegalM., ClarkeD. J. & ReedS. I. A novel role of the budding yeast separin Esp1 in anaphase spindle elongation: evidence that proper spindle association of Esp1 is regulated by Pds1. J. Cell Biol. 152, 27–40 (2001).1114991810.1083/jcb.152.1.27PMC2193664

[b76] MunariF. *et al.* Cytokine BAFF released by Helicobacter pylori-infected macrophages triggers the Th17 response in human chronic gastritis. J. Immunol. 193, 5584–5594, 10.4049/jimmunol.1302865 (2014).25339679

[b77] BaldariC. T., LanzavecchiaA. & TelfordJ. L. Immune subversion by Helicobacter pylori. Trends Immunol. 26, 199–207, 10.1016/j.it.2005.01.007 (2005).15797510

[b78] BoncristianoM. *et al.* The Helicobacter pylori vacuolating toxin inhibits T cell activation by two independent mechanisms. J. Exp. Med. 198, 1887–1897, 10.1084/jem.20030621 (2003).14676300PMC2194151

[b79] MolinariM. *et al.* Selective inhibition of Ii-dependent antigen presentation by Helicobacter pylori toxin VacA. J. Exp. Med. 187, 135–140 (1998).941922010.1084/jem.187.1.135PMC2199184

[b80] WeischenfeldtJ. & PorseB. Bone Marrow-Derived Macrophages (BMM): Isolation and Applications. Cold Spring Harb. Protoc. 2008, pdb prot5080, 10.1101/pdb.prot5080 (2008).21356739

[b81] LaceyD. C. *et al.* Defining GM-CSF- and macrophage-CSF-dependent macrophage responses by *in vitro* models. J. Immunol. 188, 5752–5765, 10.4049/jimmunol.1103426 (2012).22547697

[b82] WongW. F., KurokawaM., SatakeM. & KohuK. Down-regulation of Runx1 expression by TCR signal involves an autoregulatory mechanism and contributes to IL-2 production. J. Biol. Chem. 286, 11110–11118, 10.1074/jbc.M110.166694 (2011).21292764PMC3064165

[b83] KanehisaM. & GotoS. KEGG: kyoto encyclopedia of genes and genomes. Nucleic Acids Res. 28, 27–30 (2000).1059217310.1093/nar/28.1.27PMC102409

[b84] KanehisaM. *et al.* Data, information, knowledge and principle: back to metabolism in KEGG. Nucleic Acids Res. 42, D199–205, 10.1093/nar/gkt1076 (2014).24214961PMC3965122

[b85] SaeedA. I. *et al.* TM4: a free, open-source system for microarray data management and analysis. BioTechniques 34, 374–378 (2003).1261325910.2144/03342mt01

[b86] LooiC. Y. *et al.* Induction of apoptosis in human breast cancer cells via caspase pathway by vernodalin isolated from Centratherum anthelminticum (L.) seeds. PloS one 8, e56643, 10.1371/journal.pone.0056643 (2013).23437193PMC3577860

[b87] WongW. F. *et al.* T-cell receptor signaling induces proximal Runx1 transactivation via a calcineurin-NFAT pathway. Eur. J. Immunol. 44, 894–904, 10.1002/eji.201343496 (2014).24310293

How the deposited data were processed for this re-analysis (not part of the article)

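Gene expression was measured in RAW264.7 cells, 2 uninfected cultures and 2 cultures infected with H. pylori SS1 at a multiplicity of infection of 10 for 24 h, with 1 array per culture. The paper states that the replicates were prepared independently. The condition and replicate number of each sample come from the sample labels and were set against the methods.

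The authors hybridised each sample to a 1-colour Agilent mouse array and deposited the scanner output of each array. Its spot intensities were made by the authors with Agilent Feature Extraction, for which the headers of the deposited files give version 10.7.1.1 and the submitters' processing notes give 107.1.1. The processed signal is on a linear scale, with the background already subtracted by that software. The authors also deposited a table of log2 values with 1 column per sample. Its scale and direction were found by comparison with the scanner output. It holds the log2 processed signal minus the array's 75th percentile, centred on each probe's median over the 4 arrays, since over 99.9% of its values lie within 0.01 of that quantity. The medians of its columns were −0.0013 and −0.13 for uninfected replicates 1 and 2, and −0.00031 and 0.14 for infected replicates 1 and 2. The slide was the same for all 4 arrays, so it could not be tested as a batch.

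Each array has 62976 spots, of which 59305 are not controls and hold 55681 different probes. The files hold no gene names, so probes were named through their RefSeq accession and a table of mouse genes of assembly GRCm38.p6, used for names only. Of 28685 probes with such an accession 27235 matched (48.9% of all probes), which gave 20660 genes, and 28446 probes stayed unnamed here. The headers name the build mm9, and no coordinates were used. Control spots and spots marked as outliers were left out, which left 40 probes without a value on at least 1 array, and spots of a probe were averaged on the log2 scale. No spot was saturated. The 75th percentile of the processed signal was 571.6 and 680.1 on the uninfected arrays and 711.8 and 690.5 on the infected arrays, and 52.7%, 54.6%, 54.4% and 50.6% of the probes were well above background. The lowest log2 signal well above background, relative to the 75th percentile, was −4.62, −4.84, −4.70 and −4.29 in the same order. With 2 arrays in each group, their number limits the precision of every value.

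The processed signal was taken as log2 and set relative to each array's 75th percentile over all probes that are not controls. Probes well above background on both arrays of at least 1 group were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with 2 residual and 2.811 prior degrees of freedom. A probe or gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. A gene was represented by its tested probe with the highest mean signal. Of 3376 genes with several tested probes, 9 (Cd84, Gbp6, Kbtbd11, Naip1, Scfd2, St3gal1, Tor1aip2, Usf2 and Wtap) had probes called in opposite directions. The two-sided exact permutation test of 2 arrays against 2 cannot give a p below 0.333, so it was not used for single genes. For 11049 of the 13162 genes the values of the groups did not overlap, which chance gives for 33.3%. Tables and further tests were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and SciPy 1.17.1, and figures with matplotlib 3.10.9.

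Sets of genes were tested with camera (limma) at a preset correlation of 0.01 over 70 lists, of which the 66 with at least 5 tested members gave a test. Of these lists 62 were written from general knowledge of pathways and cell types before the data were examined, and 8 were copied from the paper's Table 1 and figures, where the study had chosen the genes on these samples. With the correlation estimated from the data no list passed the adjusted test, against 37 at the preset value. The enrichment of a list is the share of its tested members among called genes of a direction over its share among all tested genes, with a two-sided Fisher's exact test. The genes named in the text follow a rule set at the same time. It takes every gene the paper names from the array, the 10 called genes with the largest change in each direction among those well above background on all 4 arrays, and up to 4 called members of each described list in each direction with any that go against its majority. Some genes that the rule takes are not reported here. Values of the genes in the paper's tables had been seen when the rule was written.

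The analysis was tested on simulated data for 13162 genes, 2 arrays against 2, with 200 genes changed. limma recovered 91% of those changed by 1.5 on the log2 scale and 96% of those changed by 3, with 4 false calls, and made no call where no gene was changed. In the same simulation the methods' t-test with Benjamini-Hochberg adjustment recovered 0% at either size. The simulation changed a far smaller share of genes than limma called in the data, 1766 higher and 1836 lower. In the data the adjusted t-test with the 2-fold filter called 1387 genes higher and 1552 lower. The simulated 0% therefore does not give the power of that test in these data.

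The alternatives were another percentile, quantile normalization, no shift between arrays, normexp background correction with an offset of 50, the authors' log2 values, no filter on dim probes, a stricter one, the methods' t-test with and without adjustment, limma with trend and robust settings, no fold filter, the mean of a gene's probes, the replicate number as a block, each array left out in turn, and for the lists camera with an estimated correlation and fry. Normexp was run on the median spot signal and the median local background, since the files used here hold no mean signal. An alternative on the largest-change probe of each Table 1 gene and a list that joins cytokines, chemokines and receptors were chosen after seeing the data. The KEGG gene sets, flow cytometry, cell cycle and quantitative PCR data of the paper were not analysed here.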

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

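The tests of ATF4 targets, of folding genes and of SREBP targets were set before their results were seen. The tests of scale, of signal near background and of LXR targets were chosen only after the result was seen. So were the binomial intervals for the folding genes and the ATF4 targets.

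The paper does not discuss 10 of the 20 genes with the largest changes, 10 in each direction, among those measured on all 4 arrays. Each differed between the groups by more than the spread of the uninfected arrays, with both infected arrays on the same side of both uninfected arrays. The genes were picked for the size of their change, so this follows from their selection and is not separate evidence. Higher in infected cells were Saa3, an acute phase protein, with a log2 fold change of 6.99 (standard error 0.24), and Tnfrsf1b, a receptor for tumour necrosis factor, with 6.44. Ddit3, which encodes the stress response factor CHOP, had 5.73, and Cox6a2, a subunit of cytochrome c oxidase, had 5.65. Soat2, a cholesterol esterifying enzyme, had 5.61, and Gm14461 had 5.57, though with normexp background correction it was 18.1-fold higher and no longer among the 10 largest increases. Lower in infected cells were Sapcd2 with −6.00, the linker histone gene H1f5 with −5.95, the thymidine kinase gene Tk1 with −5.54 and the spindle gene Aspm with −5.32, which with normexp background correction was 24.4-fold lower and no longer among the 10 largest decreases.

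Of 59 genes expressed in G2 and M phase, 57 were lower (camera, adjusted p = 2.06e-16; adjusted p = 0.457 with an estimated correlation), while a wider list of cyclins and cyclin-dependent kinases was not called (adjusted p = 0.455). A shift of scale between the arrays would move all genes alike and is argued against, since the list's median lay −3.2258 from the median of all genes under the scaling that brought it nearest. Signal near background is argued against as well, since over the 56 members well above background on all 4 arrays the median was −3.2672. That infection lowers the expression of these genes is, for the list as a whole, a hypothesis found on the same data. For some cell cycle genes, among them Aurkb, Ccnb1 and Cdk1, the paper reports lower RNA by quantitative PCR. It also reports less AurkB and Cenp-a protein by immunoblot. A change in the share of cells in each phase may produce part of the decrease. By the paper's flow cytometry 8.7% of infected and 13.9% of control cells were in G2 and M phase, a log2 ratio of −0.68, and a change of that size falls short of the list's median of −3.28. The paper's text does not tie those cells to the cultures on the arrays. The arrays measure RNA of whole cultures and do not separate the shares of phases from expression within a phase.

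The 8 amino acid response genes of the stress list, Asns, Atf3, Atf4, Chac1, Ddit3, Ppp1r15a, Sesn2 and Trib3, were all higher, a pattern noticed in the data. The whole list of 22 genes had 10 higher and 8 lower, among them the serine synthesis gene Psat1, with −1.27, and was not called (median 0.69, camera, adjusted p = 0.284). A shift of scale would raise all genes alike and is argued against, since with no shift between arrays the median of all genes was 0.17799, and the smallest change of the 8 was 1.19, for Atf4. A general unfolded protein response is argued against, since 50.0% of 15 further folding genes was the least set for it and 6.6667% were called higher (95% binomial interval up to 31.9%). That share is not shown to lie below the 13.4% of all tested genes (Fisher's exact test, p = 0.709). An ATF4 type amino acid response is a candidate explanation, since of 16 further ATF4 targets 50.0% were called higher (Fisher's exact test against all tested genes, p = 0.00049), among them Nupr1, Slc3a2 and Gpt2, a share that just meets the bound set for it. The 95% binomial interval of that share was 24.7% to 75.3%. Of the same 16 targets 1, Mthfd1l, was called lower, with −1.19. What would start such a response was not tested.

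Genes of sterol synthesis were lower, 11 of 17 in the steroid list and 10 of 13 in the terpenoid list, and both lists lost their call with an estimated correlation (camera, adjusted p = 0.457). A shift of scale is argued against, since the median of the steroid and terpenoid lists lay −1.7615 from the median of all genes under the scaling that brought it nearest. Sterol excess sensed through LXR stays open, since 8 LXR targets had a median of −0.79229 with an SD of 1.41 and went both ways. The targets did not rise as a set. Of the 8, 3 were called lower, Pltp with −3.18, Srebf1 with −1.62 and Mylip with −1.16, and 1 higher, Nr1h3 with 1.63. The rest were not called, among them Abca1 with 0.30 and Abcg1 with −0.17. Lower SREBP activity stays open as well, since of 11 further SREBP targets 45.455% were called lower, more than the 13.9% of all tested genes (Fisher's exact test, p = 0.0117) but short of the 50.0% set for it. Those called lower were Fasn, Acss2, Acaca, Aacs and Acly, which serve the synthesis of fatty acids and their precursors.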

How the results depend on the processing

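The largest-change probe of Table 1 genes and the joined cytokine list were chosen after seeing the data, and all other alternatives were set earlier.

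Of 106 named genes called by limma, with 2 more tested and not called, no direction turned under any alternative. Of their 1964 values 1952 kept direction and call, 11 lost the call and 1 gained it, that of Itgam with no fold filter. Part of this agreement was fixed in advance. The t-tests, the trend and robust settings, no fold filter and the replicate block leave the fold as it was. There the direction could not turn and only the call could change. Normexp background correction made the change of 38 called named genes over 1.5 times smaller and kept 101 of 106 calls, and gave 2357 probes higher, against 3593. It differs in input, background model and offset, and the cause was not tested. Without the 2-fold filter 4243 genes were higher and 4131 lower, and 8164 probes higher and 7890 lower, as the lower threshold implies. The other alternatives left the counts of genes and of probes within 1.5 times. With no shift between arrays the median of all genes moved from 0.01 to 0.18, and 2218 genes were higher and 1545 lower. With quantile normalization 1780 were higher and 1811 lower. The ranges over leaving out each array in turn, where limma takes the lone array of a group to vary like the other group, were 1741 to 1836 genes higher, 1792 to 1907 lower, 3548 to 3702 probes higher and 3449 to 3801 lower.

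Of 1052 list values 966 kept direction and call, 50 became weaker, 35 stronger and 1 reversed. At the preset correlation 37 lists were called, 13 up and 24 down. With an estimated correlation 0 were called by camera at an adjusted p under 0.05 (smallest adjusted p = 0.457). Some lists had an estimated correlation below the preset 0.01, so a higher correlation does not account for their loss. For terpenoid synthesis, at −0.011, the unadjusted camera p went from 4.92e-05 to 0.0501. For the E2F and Rb family, at −0.053, it went from 2.09e-06 to 0.0356. Even the list of Table 1 higher genes, all 10 called, had only 0.0311 and no call. A lost call in this setting therefore says little about any single list, and its cause was not tested further. fry, which tests a list against no change rather than against the other genes, called 56. The correlation does not enter the medians, so the lists that lost their call with it have those reported, −2.15 for DNA replication, −1.70 for mismatch repair, −0.41 for nucleotide excision repair, −1.74 for steroid synthesis, −2.06 for terpenoid synthesis, 0.55 for the lysosome, 1.09 for cytokines and 1.84 for chemokines, each with an adjusted p of 0.457. The receptor list, not called at first, passed with no shift between arrays (median 0.58, adjusted p = 0.0264) and, on its different question, with fry (median 0.41, adjusted p = 0.0182), with an adjusted p of up to 0.544 over the other alternatives, and the cause was not tested. The aminoacyl-tRNA synthetases, with a median of −0.15, were given the opposite direction by fry, and the cause was not tested. The t-test and fold settings do not change a list's median. Leaving out each array in turn gave 36 to 39 called lists. Their medians ran from −2.30 to −2.03 for DNA replication, −1.76 to −1.67 for mismatch repair, −0.44 to −0.37 for nucleotide excision repair, −1.77 to −1.71 for steroid synthesis, −2.12 to −1.96 for terpenoid synthesis, 0.47 to 0.60 for the lysosome, 1.12 to 1.18 for cytokines, 1.73 to 2.06 for chemokines and 0.38 to 0.50 for receptors.

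The replicate numbers share only a number between the groups, since the deviations of equal numbers correlated at −0.042 and no source ties them to a day. With the number as a block 1773 genes were higher and 1846 lower, 3628 probes were higher and 3672 lower, and 38 lists were called. The slide was not run as a block, since all arrays lay on 1 slide, and leaving out saturated probes removed no probe. Signal over background limits the folds of dim genes. Of the genes called higher, 227 were not well above background in uninfected cells, and 155 called lower were not in infected cells. These have only bounds, which hold for the main background correction and not for normexp.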

Differences from the paper's values

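The largest-change probe of Table 1 genes and the joined cytokine list were chosen after seeing the data.

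The paper's fold enrichment of the lysosome pathway is 3.94, and the lysosome list gave 2.42. Of the alternatives set before the data were examined, normexp background correction (2.92), no filter on dim probes (3.40) and probes well above background on all 4 arrays (2.69) came within 1.5 times of the paper's value, and the others did not, at 1.65 to 2.56. The paper's value for cytokines and their receptors is 1.8, and the cytokine, chemokine and receptor lists, joined after the values were seen, gave 3.28. Of the alternatives set before the data were examined, leaving out the fold filter (1.92) came within 1.5 times and the others did not. The lists were written for this comparison and are not the KEGG sets. The paper ranks the lysosome highest among enriched pathways, above the cytokine pathway, whereas here the joined list had the larger enrichment, except with no filter on dim probes, where the lysosome list had 3.40 and the joined list 3.23.

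For Mybl2 the paper's fold is 66, and its brightest probe gave 20.2. None of the alternatives set before the data were examined reached the paper's value, and the mean of its probes gave 36.5. The probe with the largest change, chosen after seeing the values, gave 66.1. With that choice of probe, which drops none of the paper's 20 genes of Table 1, the folds as measured of all 12 that were well above background on at least 1 array of each group lie within 2% of the paper's, against 11 with the brightest probe. Of these 12, Car6, Ptgs2 and Fgd2 were not well above background on 1 array. The other 8 have only bounds and are left out of this count.

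For Ptgs2 the paper's FDR is 0.0984, and the methods' t-test gave 0.0298. The paper's P for Crip1 is 0.0006, and here it was 4.16e-06, or 6.69e-06 with the authors' log2 values. In its running text the paper's P for Il1b is 0.0028, and here it was 0.00644, which matches the paper's Table 1. The authors' log2 values gave 0.00642 for Il1b. No other alternative set before the data were examined was run for these 3 values.

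The paper's enrichments among lower genes are larger too, though within 1.5 times. The paper's values are 8.27 for DNA replication, 7.30 for mismatch repair, 3.49 for nucleotide excision repair, 7.66 for terpenoid and 6.93 for steroid synthesis, against 5.53, 4.89, 2.33, 5.51 and 4.64 here. With no filter on dim probes they were 8.55, 7.55, 3.61, 7.39 and 6.77 in that order, and with no fold filter, at 2.73, 2.61, 1.70, 2.70 and 2.44, all fell over 1.5 times short. With the replicate number as a block, without uninfected replicate 2 and without infected replicate 1, all but terpenoid synthesis fell over 1.5 times short, and without infected replicate 2 DNA replication and mismatch repair did, with values from 2.30 to 5.50.

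The paper counts 2471 probes higher and 2651 lower. limma called 3593 and 3622, and the methods' t-test with Benjamini-Hochberg adjustment and the 2-fold filter gave 2469 and 2651. The paper's methods name a t-test or Benjamini-Hochberg adjustment, and its results give the 2-fold filter. Its running text prints the P filter as above the cutoff and a figure caption as below it. The filter was read here as below the cutoff. The paper counts 1341 genes higher and 1591 lower by its own filter. The adjusted t-test with the 2-fold filter gave 1387 and 1552 for the genes named here. The paper gives Cxcl12 as higher and Ccna1 as lower, and neither was well above background on any array, so no fold was computed. The paper shows Itga6 among the higher integrins. Here it had a log2 fold change of 0.31 (limma, adjusted p = 0.109) and stayed under 2-fold in every alternative. The paper names a human array, whereas the headers of the files name a mouse design and the probes carry mouse accessions. The text names a gene Mad1l2, for which the figure shows Mad2l1, and Mad2l1 had a log2 fold change of −1.63.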

Other observations

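The comparison of cytosolic with mitochondrial synthetases and the grouping of 4 immunoproteasome genes were chosen only after the result was seen, and the lists of the other groups were fixed earlier.

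Several groups changed in infected cells for which the text of the paper reports no array result as a group. Of 23 genes of the NF-kappaB pathway and its feedback, 14 were higher and 3 lower (14 and 3 when adjusted over the list alone), with a median log2 fold change of 1.38 (camera, adjusted p = 0.0035; adjusted p = 0.594 with an estimated correlation). The adaptor gene Traf1 had 4.94, the feedback gene Socs3 4.57 and Nfkbiz 3.80, while Tnip3, Dusp2 and Nfkbid were lower, with −1.92, −1.61 and −1.44. Of 12 genes of iron handling, 6 were higher and 1 lower (6 and 1 when adjusted over the list alone), with a median of 1.11 (camera, adjusted p = 0.016; adjusted p = 0.457 with an estimated correlation). Ceruloplasmin (Cp) had 3.27 and heme oxygenase (Hmox1) 3.15, and the one lower was the transferrin receptor gene Tfrc, with −1.53. Of 24 autophagy genes, 9 were higher and 2 lower (9 and 2 when adjusted over the list alone), with a median of 0.55 (camera, adjusted p = 0.0094; adjusted p = 0.457 with an estimated correlation). The genes called lower lost that call with no shift between arrays and with the percentile over detected probes. The autophagy receptor gene Sqstm1 had 4.72 and Map1lc3a 2.33. Of 17 markers of classically activated macrophages, 12 were higher and 1, Irf5, lower (12 and 1 when adjusted over the list alone), with a median of 3.62 (camera, adjusted p = 0.003; adjusted p = 0.594 with an estimated correlation). The list was not called over probes well above background on all 4 arrays (median 1.61, adjusted p = 0.0926, where the adjusted p over all alternatives ran from 1.05e-23 to 0.594). The nitric oxide synthase gene Nos2 had 1.61. Of 23 genes of homologous recombination and the Fanconi anaemia pathway, 18 were lower (18 when adjusted over the list alone), with a median of −2.53 (camera, adjusted p = 4.2e-07; adjusted p = 0.474 with an estimated correlation), among them Rad54l with −4.25 and Fanca with −3.97. Of 18 genes of glycolysis, 8 were lower and 2 higher (8 and 2 when adjusted over the list alone), with a median of −0.69 (camera, adjusted p = 0.0024; adjusted p = 0.457 with an estimated correlation). Pfkl had −3.53 and Tpi1 −2.16, while the isozyme genes Eno2 and Hk3 were higher, with 3.49 and 1.98. Of 16 genes of unsaturated fatty acid synthesis, 7 were lower and 1 higher (7 and 1 when adjusted over the list alone), with a median of −0.81 (camera, adjusted p = 0.0058; adjusted p = 0.457 with an estimated correlation). The desaturase genes Scd1 and Fads2 had −4.68 and −4.25.

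Of 20 cytosolic aminoacyl-tRNA synthetase genes 8 were higher, among them Sars with 1.95 and Nars with 1.70, and 1, Kars, was lower under the 75th percentile alone and under no other scaling run. Of 16 mitochondrial ones none was higher and 3 were lower by limma (Fisher's exact test of the share called higher, p = 0.00459). The medians were 0.67 and −0.72, and 0.83 and −0.55 with no shift between arrays. Of 14 genes of MHC class I presentation, Nlrc5 was higher, with 1.03, 9 were not called, and the immunoproteasome genes Psmb9, Psme1, Psmb8 and Psmb10 were lower, with −2.68, −2.13, −1.84 and −1.31, under each scaling run. That list was not called (median 0.13, camera, adjusted p = 0.876). Of 16 osteoclast genes 9 were higher and 3 lower (9 and 3 when adjusted over the list alone), with a median of 1.24, and the list was not called (camera, adjusted p = 0.25). Car2 and Mmp9 were at least 17.6-fold and at least 21.3-fold higher, while the osteoclast transcription factor gene Nfatc1 was lower, with −2.81, and so was Tnfrsf11a, the receptor RANK, with −2.38.

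The B cell survival factor gene Tnfsf13b was 8.81-fold lower (limma, adjusted p = 0.00023). Adgre1, a surface marker of macrophages, was 2.74-fold higher (limma, adjusted p = 0.0024) and was not called by the methods' t-test with Benjamini-Hochberg adjustment. Itgam, which encodes CD11b, had a log2 fold change of −0.61 (limma, adjusted p = 0.0072), below the 2-fold threshold. The paper measured CD11b and the product of Adgre1 as surface protein, which was not analysed here.

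Markers of other cell types were mostly not called. Of 7 tested T cell genes 1 was higher (Lck, 2.29), of 5 B cell genes 2 (Blnk, 2.01, and Vpreb3), of 5 neutrophil genes 2 (S100a8, 4.48, and Camp), and of 6 dendritic cell genes 1 (Itgax, 1.77). Of 3 fibroblast, 4 endothelial and 4 erythroid genes 1 each was higher (Dcn, Vwf and Klf1). The median of the 76 cytosolic ribosomal protein genes was −0.077, and 0.092 with no shift between arrays. limma called 0 of them at 2-fold, 14 had an unadjusted p under 0.05, 10 an adjusted p under 0.05 at any fold, and the methods' t-test gave 13 at an unadjusted p under 0.05.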
